# Microbial recognition by GEF-H1 controls IKKε mediated activation of IRF5

**DOI:** 10.1038/s41467-019-09283-x

**Published:** 2019-03-22

**Authors:** Yun Zhao, Rachid Zagani, Sung-Moo Park, Naohiro Yoshida, Pankaj Shah, Hans-Christian Reinecker

## Abstract

During infection, transcription factor interferon regulatory factor 5 (IRF5) is essential for the control of host defense. Here we show that the microtubule-associated guanine nucleotide exchange factor (GEF)-H1, is required for the phosphorylation of IRF5 by microbial muramyl-dipeptides (MDP), the minimal structural motif of peptidoglycan of both Gram-positive and Gram-negative bacteria. Specifically, GEF-H1 functions in a microtubule based recognition system for microbial peptidoglycans that mediates the activation of IKKε which we identify as a new upstream IKKα/β and IRF5 kinase. The deletion of GEF-H1 or dominant-negative variants of GEF-H1 prevent activation of IKKε and phosphorylation of IRF5. The GEF-H1-IKKε-IRF5 signaling axis functions independent of NOD-like receptors and is critically required for the recognition of intracellular peptidoglycans and host defenses against *Listeria monocytogenes*.

## Abstract (web summary)

The transcription factor IRF5 is essential for immune defense against pathogens. Here, the authors show that the microtubule-associated factor GEF-H1 plays a critical role in host defense against Listeria monocytogenes in macrophages via activation of the IRF5 kinase IKKε.

## Introduction

Microtubules are components of the cytoskeleton that have important functions in cell-autonomous and innate immunity to enable antimicrobial host defense in addition to their roles in control of cell division shape and movement^1^. The guanine nucleotide exchange factor-H1 (GEF-H1), encoded by *ARHGEF2*, is a microtubule associated protein that is crucial for sensing intracellular pathogens and initiating transcriptional programs that counter bacterial and viral infections^2,3^.

IRF5 is a critical transcription factor regulating immune and inflammatory responses in host defense and disease. Further, polymorphisms in the IRF5 gene have been linked to human autoimmune diseases^4–6^. In addition, IRF5 plays important roles in inflammatory M1-like macrophage polarization^7^. IRF5 has an essential role in the control of inflammation initiated by the activation of RIPK2 in NOD-like receptor (NLR) and IKKβ during Toll-like (TLR) signaling^8,9^. IKKβ together with IKKα also mediates NF-κB activation by phosphorylating IκB proteins as part of the IKK complex together with the regulatory subunit termed IKKγ^10–13^.

IKK-related kinases, IKKε^14,15^ and TBK1^16–18^, have been linked to the activation of IRF3 and IRF7 which function as important mediators of antiviral host responses. We have previously shown that GEF-H1 can interact with TBK1 for the activation IRF3 during MAVS-dependent RLR receptor signaling^3^. However, host defense circuits that specifically activate either IKKε or TBK1 have not been specified.

This work uncovers a microtubule based recognition system for microbial peptidoglycan where GEF-H1 is essential for activating the IKK-related kinases, IKKε which we identify as a previously unrecognized IKKα/β and IRF5 kinase. Upon release from microtubules the GEF-H1 signalosome mediates the activation of Rho-Associated, Coiled-Coil Containing Protein Kinases (ROCK) and forms protein complexes that assembled IRF5, IKKε, and IKKα/β. Although the ability of GEF-H1 to specify IKKε phosphorylation is specific to MDP recognition, IKKε also mediates IRF5 phosphorylation during Toll-like receptor signaling. GEF-H1 mediated IRF5 activation by MDP occurs independent of NOD2. The newly proposed GEF-H1-IKKε-IRF5 signaling axis controls transcriptional programs activated by MDP that define peptidoglycan receptor expression and genes that control intracellular host defense against *L. monocytogenes* in macrophages.

## Results

### GEF-H1 is essential for phosphorylation of IRF5 by MDP

To determine the role of GEF-H1 in signaling events induced by MDP, we isolated bone marrow-derived macrophages (BMDMs) from wild-type (WT) C57BL/6, *Arhgef2*^−/−^, and *Nod2*^−/−^ mice, and determined the phosphorylation and nuclear translocation of IRF5 after stimulation with MDP. As demonstrated in Fig. 1a, lack of GEF-H1 expression impaired IRF5 phosphorylation during MDP-induced immune activation of WT macrophages (Fig. 1a). Surprisingly, IRF5 phosphorylation in response to MDP stimulation occurred unimpeded in *Nod2*^−/−^ mice (Fig. 1a). MDP induced *Nod2* mRNA expression in WT and *Arhgef2*^−/−^ but not in *Nod2*^−/−^ deficient macrophages within 4 h (Fig. 1b). *Arhgef2*^−/−^ macrophages also demonstrated less nuclear translocation of IRF5 compared to WT and *Nod2*^−/−^ macrophages upon MDP stimulation (Fig. 1c). GEF-H1 and IRF5 may be able to directly interact as anti-IRF5 but not control IgG pulled down immunocomplexes that contained GEF-H1 from WT but not *Arhgef2*^−/−^ macrophages in the absence or presence of MDP (Fig. 1d). IRF5 also became part of protein complexes that were pulled down with anti-GEF-H1 in the presence or absence of RIPK2 when expressed in HEK293 cells (Fig. 1e). GEF-H1 can interact with RIPK2 which has been identified as a kinase upstream of IKKβ for the activation of NF-κB and IRF5^19^ and we indeed found that *Ripk2*^−/−^ macrophages failed to induce IRF5 phosphorylation in response to MDP (Fig. 1f). Furthermore, RIPK2 function was required in MDP stimulated macrophages for the phosphorylation of IKKε and IKKα/β at S176/180 or S172, respectively (Fig. 1g). We further found that GEF-H1 was able to directly interact with IKKε and IKKβ in the absence or presence of NOD2 in HEK293T cells (Fig. 1h). Together these data demonstrated that GEF-H1 interacted with RIPK2, IKKε, and IKKβ for the recruitment and phosphorylation of IRF5 during MDP recognition.

**Fig. 1:**
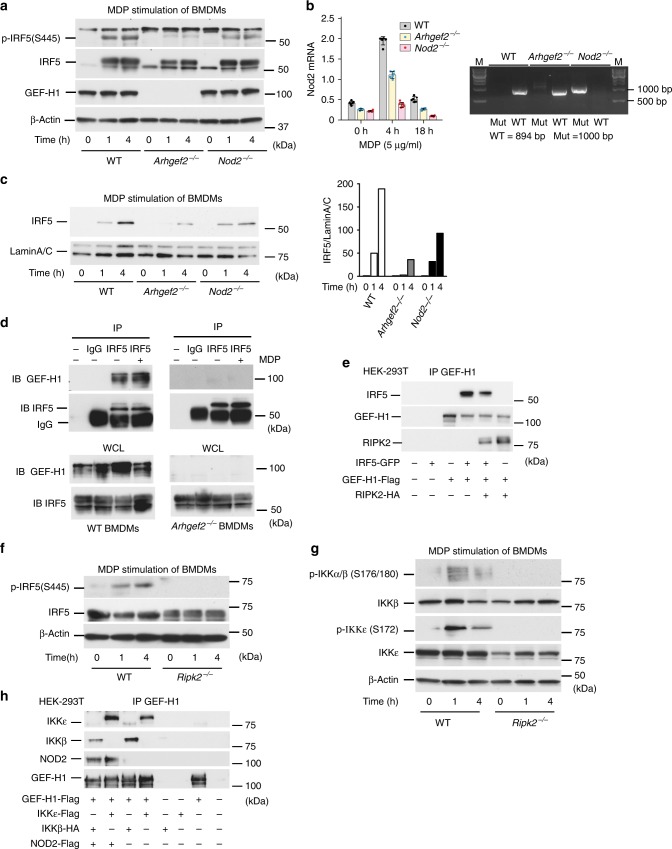
GEF-H1 mediates IRF5 phosphorylation during MDP recognition. **a** Immunoblot analysis of the activation of IRF5 with antibodies detecting phosphorylated (p-) or total IRF5 in whole-cell lysate of bone marrow derived macrophages (BMDMs) from WT, *Arhgef2*^−/−^ and *Nod2*^−/−^ mice after stimulation with *N*-glycolyl-MDP (5 μg ml^−1^) for 1 h and 4 h. β-actin used as loading control. **b** *Nod2* mRNA expression analysis by qRT-PCR from WT, *Arhgef2*^−/−^ and *Nod2*^−/−^ derived BMDMs and genotyping PCR for targeted or wildtype *Nod2* allele in genomic DNA from *Nod2*^−/−^, WT and *Arhgef2*^−/−^ mice. **c** Immunoblot analysis of IRF5 expression in nuclear extracts from BMDMs from WT, *Arhgef2*^−/−^ and *Nod2*^−/−^ mice after stimulation with *N*-glycolyl-MDP with band intensities quantified using densitometry and Image J software. **d** Immunoblot analysis of GEF-H1 expression after IRF5 pull down in BMDMs from WT and *Arhgef2*^−/−^ mice in presence or absence of *N*-glycolyl-MDP. **e** Immunoprecipitation of GEF-H1 from HEK293T cells that were transfected with IRF5, GEF-H1 and/or RIPK2 encoding plasmids. **f** Western blot analysis of the expression and phosphorylation of IRF5 in BMDMs from WT and *Ripk2*^−/−^ mice that were stimulated with *N*-glycolyl-MDP for 1 h and 4 h. **g** Immunoblot analysis of the expression and phosphorylation of IKKα/β and IKKε in BMDMs from WT and *Ripk2*^−/−^ mice after stimulation with *N*-glycolyl-MDP for 1 h and 4 h. **h** Immunoprecipitation of GEF-H1 with specific ABs from HEK293T cells that were transfected with GEF-H1-Flag, IKKε-Flag, ΙΚΚβ-HA, and NOD2-Flag expression constructs. Anti-GEF-H1, anti-IKKε, and anti-IKKβ were used to detect proteins by western blotting and NOD2 was detected with anti-Flag. Source data are provided as a Source Data file

### IKKε is required for the phosphorylation of IRF5 by IKKα/β

Since GEF-H1 interacted with both IKKε and IKKβ, we sought to determine whether IKKε had a role in the phosphorylation of IRF5 during MDP induced cell signaling. We observed enhanced phosphorylation of IRF5 when IKKε but not a kinase deficient IKKε (K38A) variant was co-expressed with GEF-H1 (Fig. 2a). This indicated that GEF-H1 enabled IKKε to function as an upstream IFR5 kinase. As demonstrated in Fig. 2b, IKKε was indeed an essential upstream kinase for the phosphorylation of IRF5 but not NF-κB p65 in response to MDP in macrophages. *Ikkε*^−/−^ macrophages were unable to respond to MDP stimulation with the phosphorylation of S445 of IRF5 while phosphorylation of p65 was detectable (Fig. 2b). Further, *Ikkε*^−/−^ macrophages failed to activate IKKα/β by phosphorylating S176/180 in response to MDP (Fig. 2c). In the MDP induced signaling pathway, however, neither TBK1 nor IRF3 were significantly phosphorylated when compared to cyclic di GMP-induced STING signaling (Supplementary Fig. 1). Together these results indicated that IKKε could be a target of RIPK2 for IKKα/β phosphorylation during GEF-H1-dependent IRF5 phosphorylation. Indeed, GEF-H1 and RIPK2 together significantly enhanced IKKε phosphorylation compared to RIPK2 and GEF-H1 expression alone when co-expressed in HEK-293T cells (Fig. 2d). We next determined whether IKKε functioned downstream of RIPK2 in the phosphorylation of IRF5 by overexpressing RIPK2 in the *Ikkε*^−/−^ (Fig. 2e) and IKKε in *Ripk2*^−/−^ macrophages (Fig. 2f). RIPK2 induced significant less phosphorylation of IRF5 in *Ikkε*^−/−^ compared to WT macrophages (Fig. 2e) while overexpression of IKKε in *Ripk2*^−/−^ macrophages elicited levels of IRF5 phosphorylation that were comparable to those induced in WT macrophages (Fig. 2f). As GEF-H1 is not involved in mediating TLR4 signal transduction^3^, IRF5 phosphorylation occurred comparable in WT and *Arhgef2*^−/−^ macrophages in response to LPS (Fig. 2g). In response to LPS, we also observed the activation of NF-κB in *Arhgef2*^−/−^ or *Ikkε*^−/−^ macrophages (Fig. 2g). However, IKKε was also required for IRF5 phosphorylation at S445 in response to LPS stimulation of macrophages demonstrating a convergence of distinct pattern recognition pathways activating IKKε for IRF5 phosphorylation (Fig. 2g). Together, these experiments indicated that GEF-H1 specified IKKε function for IKKα/β-mediated IRF5 phosphorylation by MDP.

**Fig. 2:**
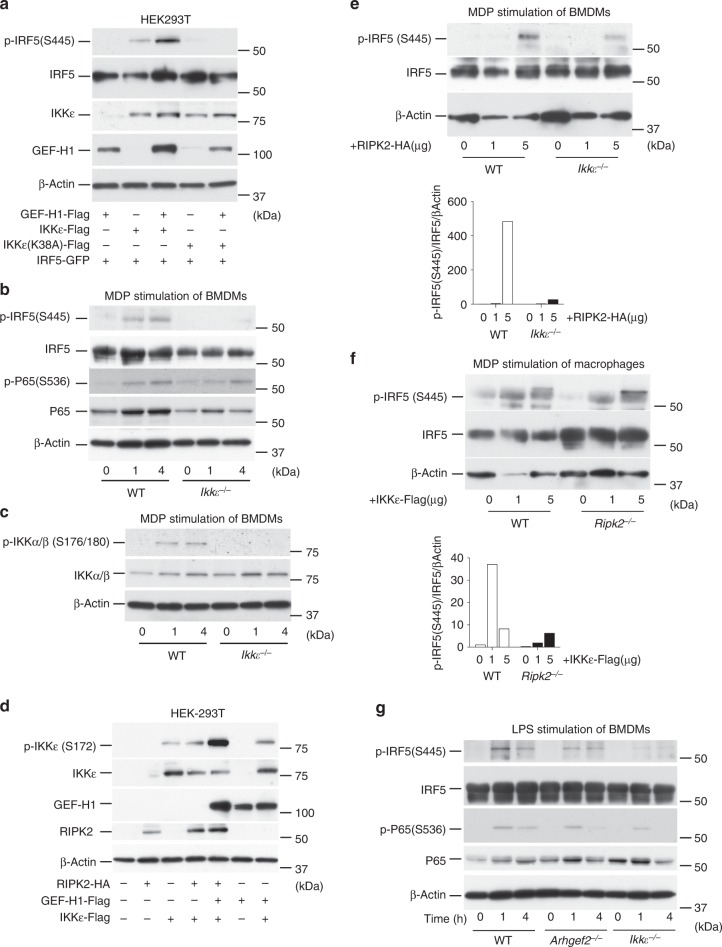
IKKε is required for the phosphorylation of IRF5. **a** Assessment of IRF5 phosphorylation in the absence or presence of GEF-H1, IKKε, or a kinase deficient IKKε (K38A) variant in HEK293T cells. **b** Immunoblot analysis of IRF5 and NF-κB-p65 phosphorylation in BMDMs from WT and *Ιkkε*^−/−^ mice after stimulation with *N*-glycolyl-MDP for 1 h and 4 h. **c** Western blot analysis of IKKα/β phosphorylation in BMDMs from WT and *Ιkkε*^−/−^ mice after stimulation with *N*-glycolyl-MDP for 1 h and 4 h. **d** Immunoblot analysis of IKKε phosphorylation mediated by GEF-H1 and/or RIPK2 after co-expression in HEK293T cells. **e** Immunoblot analysis of IRF5 phosphorylation in response to RIPK2 overexpression in WT and *Ikkε*^−/−^ BMDMs with band intensities quantified using densitometry and Image J software. **f** Western blot analysis of IRF5 phosphorylation in response to overexpression of IKKε in WT or *Ripk2*^−/−^ macrophages with band intensities quantified using densitometry and Image J software. **g** Assessment of expression and phosphorylation of IRF5 and NF-κB-p65 in BMDMs from WT, *Arhgef2*^−/−^, and *Ιkkε*^−/−^ mice after exposure to LPS (100 ng ml^−1^) for 1 h and 4 h. Source data are provided as a Source Data file

### GEF-H1 dephosphorylation is required for IKKε and IRF5 binding

In the next set of experiments, we aimed to define the dephosphorylation events and amino acids of GEF-H1 that are required for the interaction with IKKε and IRF5. Sequence analysis of full-length human GEF-H1 (positional information refers to NP_001155855.1) revealed a pLxIS (p, hydrophilic residues; x, any amino acid) consensus motif in the C-terminal regions of GEF-H1 at amino acids 320–324 (Fig. 3a). This motif has been proposed to mediate interaction among IRF3, MAVS, and STING^20^. The pLxIS motif in IRF5 has been shown to contain a Serine that is phosphorylated by IKKβ in response to LPS and is detected by our antibody^9,21^. GEF-H1 contains a second related motif YPLxIS at amino acids 394–399 in which the charged residue in the pLxIS motif is replaced by a Proline but preceded by the Tyrosine at position 394 that is required for exchange function and IRF3 phosphorylation by GEF-H1 in the RIG-I-like receptor signaling^3^. The addition of a phosphate molecule to a non-polar R group of an amino acid residue could turn a hydrophobic portion of a protein  into a polar and extremely hydrophilic one. Figure 3a summarizes the variants created by exchanging the Serines or Tyrosines, respectively, at amino acid 324, 394, 399, and S886 of GEF-H1 to define their relevance for binding and phosphorylating IKKε, IKKβ, and IRF5.

**Fig. 3:**
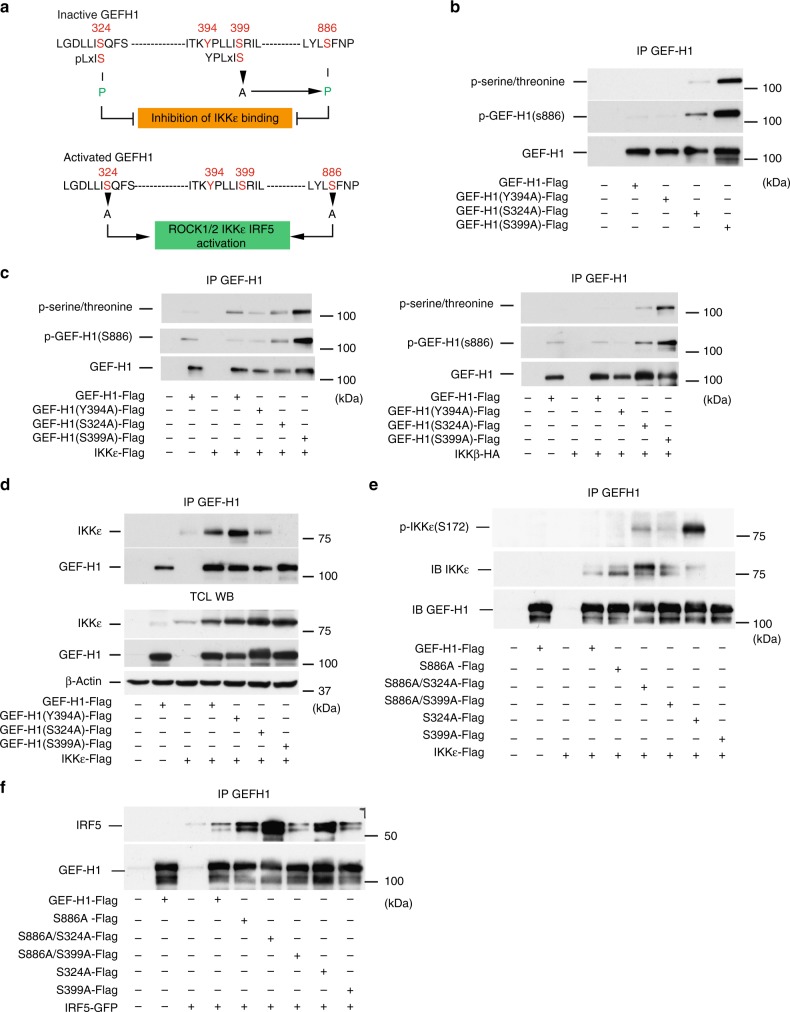
GEF-H1 dephosphorylation activates IKKε and IRF5 binding. **a** Representation of GEF-H1 amino acid motifs and targeted residues that control dephosphorylation of GEF-H1 for binding and activating IKKε and IRF5. **b** WT or GEF-H1 variants were expressed in HEK293T cells and the phosphorylation of GEF-H1 assessed after immunoprecipitation with anti-GEF-H1 with pan-phospho S/T ABs or ABs detecting the phosphorylation of GEF-H1 at S886. **c** Phosphorylation of GEF-H1 and indicated GEF-H1 variants was assessed in HEK293T after immunoprecipitation with anti-GEF-H1 in the presence of either IKKε or IKKβ with anti-pan-phospho S/T antibodies or ABs detecting the phosphorylation of GEF-H1 at S886. **d** WT or GEF-H1 variants and IKKε were co-expressed in HEK293T cells, GEF-H1 was pulled down with anti-GEF-H1 and co-immunoprecipitated IKKε detected by western blotting. **e** Amount of phosphorylated and total IKKε that was bound to immunoprecipitated WT and GEF-H1 variants after expression in HEK293T cells. **f** Co-immunoprecipitation of IRF5 with anti-GEF-H1 antibody in the presence of WT GEF-H1 or GEF-H1 variants expressed in HEK293T cells. Source data are provided as a Source Data file

Initially, we determined the phosphorylation status of GEF-H1 variants in HEK293T cells in the absence or presence of IKKε and IKKβ. Surprisingly, modifying Serine 399 of GEF-H1 resulted in a significantly elevated phosphorylation of GEF-H1 at S886 as detected by a specific antibody for this phosphorylated residue (Fig. 3b). Also modifying S324 elevated baseline S886 phosphorylation of GEF-H1, although significantly less compared to S399 (Fig. 3b). The phosphorylation of GEF-H1 at S886 may have important functional consequences, as de-phosphorylation of this residue is required for the release of GEF-H1 from microtubules^22^. IKKε but not IKKβ further induced additional phosphorylation events that occurred on GEF-H1 and GEF-H1 (Y394A) as indicated by a pan phosphor-serine/threonine antibodies (Fig. 3c).

Remarkably, the hyper-phosphorylated GEF-H1 (S399A) variant was unable to bind IKKε while the exchange deficient GEF-H1 mutant Y394A was able to bind IKKε efficiently (Fig. 3d). IKKε binding was also reduced to the GEF-H1 (S324A) variant further indicating that activation of GEF-H1 by dephosphorylation was required to facilitate efficient IKKε binding (Fig. 3d). In contrast, none of these GEF-H1 variants prevented IKKβ binding to GEF-H1 (Supplementary Fig. 2). To prevent conformational changes in GEF-H1 upon S886 phosphorylation that could interfere with IKKε binding, we created GEF-H1 variants with double substitution of Alanine for S886 and S324 or S399. Co-immunoprecipitations demonstrated that removing the phosphorylation event at S886 resulted in the increased binding of IKKε to GEF-H1 (Fig. 3e). While the GEF-H1 variant S399A was unable to bind IKKε, the S399A/S886A double mutant interacted with IKKε indicating that binding to GEF-H1 was required for the activation of IKKε by phosphorylation at S172 (Fig. 3e). However, IKKε binding to the GEF-H1 S324A variant also increased when the phosphorylation event at S886 was removed from GEF-H1. GEF-H1 variants that were able to bind IKKε indeed induced the phosphorylation of S172 of IKKε. (Fig. 3e). These experiments also revealed that S324 was particularly important in controlling IKKε phosphorylation as its removal resulted in enhanced phosphorylation of IKKε bound to GEF-H1 (Fig. 3e).

We next determined whether modifying S324 or S399 alone, or in combination with S886 controlled IRF5 binding of GEF-H1. Preventing phosphorylation at S886 resulted in enhanced IRF5 binding to GEF-H1. IRF5 binding was further enhanced to a GEF-H1 variant with Alanine substitutions for S886 and S324. In contrast, exchanging Alanine for S399 in the S886A variant failed to enhance IRF5 binding to GEF-H1 (Fig. 3f). Together, these data demonstrated that the innate immune function of GEF-H1 is controlled by dephosphorylation events that allow the interaction with and phosphorylation of IKKε. Both, S324 and S886 of GEF-H1 are critical in the control of the interaction with IRF5. Further, S399 within the YPLxIS domain of GEF-H1 plays an important role for the control of phosphorylation events at S886 that inactivate GEF-H1 immune function.

### The GEF-H1-IKKe-IRF5 pathway is controlled by ROCK1/2

We co-expressed RFP tagged GEF-H1 and GFP tagged IRF5 together with either IKKε or the kinase deficient IKKε K38A variant to determine subcellular localization of GEF-H1 and nuclear translocation of IRF5 during cell autonomous immune activation by confocal microscopy. GEF-H1 localized to the microtubule network and bundles in the presence of the IKKε K38A variant with IRF5 that was distributed throughout the cytoplasm and enriched in large subcellular compartments (Fig. 4a). When we activated the pathway by expressing functional IKKε, GEF-H1 lost association with the microtubule network and co-localized with IRF5 in small subcellular compartments throughout the cytoplasm (Fig. 4a). Upon co-expression of GEF-H1 together with IKKε, IRF5 translocated to the nucleus (Fig. 4a). Cells that demonstrated nuclear translocation of IRF5 also exhibited membrane blebbing indicative of Rho GTPase function that is enhanced by GEF-H1 and leads to Rho-associated protein kinase (ROCK1) activation^2,23^.

**Fig. 4:**
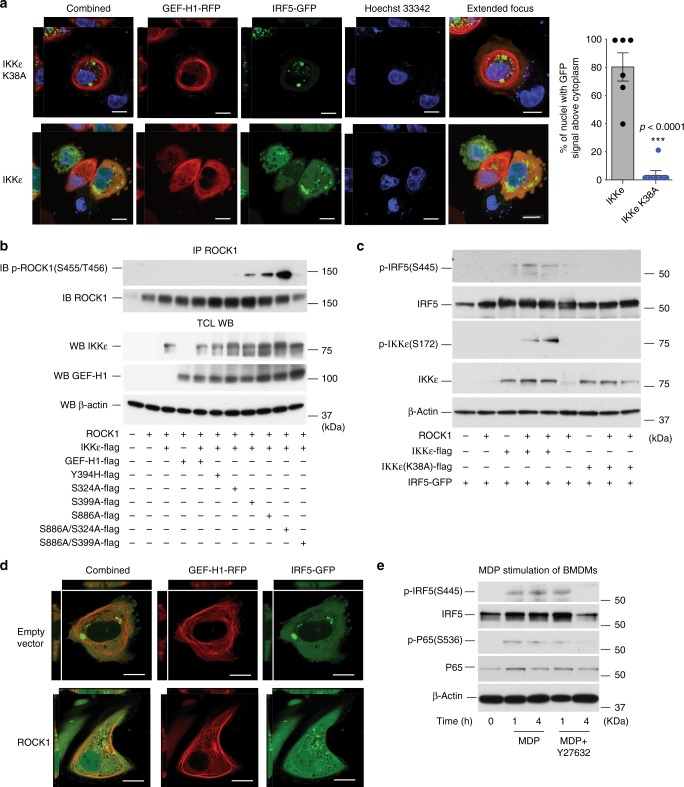
ROCK1/2 is required for IKK*ε* and IRF5 activation. **a** Confocal microscopy analysis of primary human ARPE-19 cells 24 h after transfection with plasmids encoding GFP-tagged IRF5 and RFP-tagged GEF-H1 in presence of IKK*ε* or IKKε (K38A) variant expressing constructs. Nuclear DNA was labeled using Hoechst 33342. Image acquisition was carried out with NIS-Elements imaging software (Nikon) followed by analysis by Volocity (PerkinElmer) to quantify the percentage of nuclei with GFP signal above cytoplasm in either IKKε or IKKε (K38A) transfected cells. Error bars indicate mean±SEM. Statistical significance was calculated using Student’s *t*-test ***P < 0.0001 (*n* = 6). Scale bars, 10 µm. **b** Immunoblot analysis of ROCK1 phosphorylation after immunoprecipitation with anti-ROCK1, in HEK293T cells co-transfected with ROCK1 and IKKε plasmids in presence or absence of WT or GEF-H1 variants. **c** Western blot analysis of IRF5 and IKKε phosphorylation in response to WT or variant (K38A) IKKε expression in absence or presence of ROCK1 in HEK293T cells. **d** Confocal microscopy of ARPE-19 cells that were co-transfected with GFP-tagged IRF5 and RFP-tagged GEF-H1 plasmids in presence or absence of ROCK1 vector. Scale bars, 10 µm. **e** Immunoblot analysis of IRF5 and p65 phosphorylation in BMDMs from WT mice after stimulation with 5 µg ml^−1^ of *N*-glycolyl-MDP with or without 20 µM of Y27632 (ROCK1/2 inhibitor). Source data are provided as a Source Data file

We therefore determined whether GEF-H1 was able to control the phosphorylation of ROCK1 in the context of IKKε. In these experiments we immunoprecipitated ROCK1 from HEK293 cells that were transfected with ROCK1, IKKε, and wild type, and variants of GEF-H1 to determine ROCK1 phosphorylation at S455/T456. Remarkably, the GEF-H1 double-mutant S324A/S886A allowed the highest phosphorylation of ROCK1 while the S399A/S886A variant failed to induce significant ROCK1 phosphorylation (Fig. 4b). The GEF-H1 variants S324A, S399A, and S886A were able to confer some ROCK1 phosphorylation in the presence of IKKε when compared to wild-type GEF-H1 or the exchange deficient mutant GEF-H1Y394H (Fig. 4b). These experiments indicated that dephosphorylation of GEF-H1 may allow the activation of ROCK1 as a requirement for IRF5 phosphorylation. Indeed, ROCK1 mediated phosphorylation of IKKε and IRF5 in the presence of functional IKKε but not inactive IKKε K38A (Fig. 4c). ROCK1 likely functioned downstream of GEF-H1 as during ROCK1 overexpression, GEF-H1 remained associated with microtubules while nuclear IRF5 localization occurred (Fig. 4d). Finally, the ROCK1/2 inhibitor Y27632 inhibited MDP-induced immune activation as IRF5 as well as NF-κB phosphorylation was reduced in the presence of the inhibitor in WT macrophages (Fig. 4e). Collectively, these data indicated that IKKε and IRF5 activation by GEF-H1 was controlled through ROCK1/2.

### GEF-H1 and IRF5 control MDP-initiated transcription

To identify the MDP-induced transcriptional responses that specifically require GEF-H1 and IRF5, we performed high-resolution mRNA expression profiling using next-generation RNA sequencing (RNA-seq). We used samples of RNA isolated from BMDMs of *Arhgef2*^−/−^*, Irf5*^−/−,^ and WT mice that were stimulated for 18 h with MDP. 

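The BMDMs were grown from mouse bone marrow for 6 days in medium with 20 ng ml-1 M-CSF and kept without serum for at least 2 h before stimulation. Cells from WT mice, *Arhgef2*-/- mice, which lack GEF-H1, and *Irf5*-/- mice were left untreated or received 5 μg ml-1 of *N*-glycolyl-MDP, a muramyl dipeptide from bacterial cell walls. With 2 libraries for each of the 6 conditions there were 12 libraries, made from 500 ng of total RNA and sequenced as 35-bp paired-end reads. The authors aimed at 30 M read pairs per sample, but the number obtained in each library is unknown. They deposited FPKM values from Cuffdiff version 1.06 for 23356 genes. Each condition has 1 value per gene, pooled over its libraries, with a 95% confidence interval and a quality status. No value per library was used here, so no SD and no test between replicates accompanies any value, and the only error given for the value of a gene is the authors' interval. The aligner and the annotation behind these values are not given in the sources used here. Of the gene symbols, 92.8% were found in GENCODE M21, and 98.9% of those overlapped the gene of that name on GRCm38, so positions are given on that build from GENCODE. *Arhgef2* (chromosome 3, 88605966 to 88648052) had 56.8 FPKM in untreated WT and 44.4 in MDP-treated WT. In *Arhgef2*-/- BMDMs it had 4.76 FPKM without and 5.47 with MDP, and in the libraries labelled *Irf5*-/- it had 36.8 and 41.6. *Irf5* (chromosome 6, 29526625 to 29541871) had 149 FPKM in untreated WT and 178 in MDP-treated WT, and 120 and 146 in *Arhgef2*-/- BMDMs. The libraries labelled *Irf5*-/- had 161 FPKM of *Irf5* untreated and 140 with MDP, with intervals of 124 to 212 and 106 to 182. A value for the whole gene cannot check a deletion of part of it, so these libraries are named by their label.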

RNA-seq pipeline quantitation in Seqmonk was used on merged transcripts counting reads over exons and log transformed. Principal component analysis (PCA) of normalized expression revealed that control and MDP-treated WT BMDMs segregated into distinct quartiles, and the control and treated BMDMs lacking *Arhgef2* or *Irf5* remained clustered close together indicating a reduced transcriptional response (Fig. 5a). 

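Log2(FPKM + 0.1) was centred per gene over the 11313 genes with more than 1 FPKM in at least 1 condition, and decomposed by singular values. Among the 6 conditions, the first component held 30.4% of the variance, the second 27.0% and the third 18.5%. MDP moved WT BMDMs from −0.42 to 0.07 on the first component and from −0.04 to 0.49 on the second. *Arhgef2*-/- BMDMs moved from −0.23 to −0.04 and from −0.22 to 0.10, and the libraries labelled *Irf5*-/- from 0.27 to 0.36 and from −0.28 to −0.06. On the plane of both components, the distance between untreated and MDP-treated BMDMs was therefore 50.7% of the WT distance in *Arhgef2*-/- BMDMs and 33.7% in the libraries labelled *Irf5*-/-. Over all filtered genes, the root mean square log2 difference between untreated and MDP-treated BMDMs was 0.83 in WT. It was 0.73 in *Arhgef2*-/- BMDMs, 88.8% of the WT value, and 0.57 in the libraries labelled *Irf5*-/-, 68.8% of it. Without MDP, *Arhgef2*-/- BMDMs differed from WT by 0.72 and the libraries labelled *Irf5*-/- by 0.80 on the same measure. A pseudocount of 1 moved the distance on the plane in *Arhgef2*-/- BMDMs most, to 74.8% of that in WT, and scaling genes to unit variance moved that in the libraries labelled *Irf5*-/- most, to 15.5%. Each condition is a single point, so these distances have no error between libraries.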

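A gene was counted as changed when its (FPKM + 0.1) differed more than 2-fold between a pair of conditions and the authors' intervals did not overlap. The log2 changes below are on this scale, which understates the change of genes with low values. In WT BMDMs, MDP raised 594 genes and lowered 183. In *Arhgef2*-/- BMDMs it raised 228 and lowered 369 relative to untreated *Arhgef2*-/- BMDMs, and in the libraries labelled *Irf5*-/- it raised 152 and lowered 29 relative to their own untreated condition. Of the 594 genes raised in WT, 103 rose more than 2-fold in *Arhgef2*-/- BMDMs, or 17.3% (95% Wilson interval 14.5% to 20.6%). In the libraries labelled *Irf5*-/- 93 of them did, or 15.7% (13.0% to 18.8%). These intervals treat the genes as independent and hold no variation between cultures. Both criteria were met by 88 and 82 of the 594, respectively, and 54 rose more than 2-fold in both genotypes. The median log2 change of the 594 genes was −0.07 in *Arhgef2*-/- BMDMs and 0.22 in the libraries labelled *Irf5*-/-, and 47.5% and 71.4% of them rose by any amount. For scale, values were simulated from the authors' intervals. A knockout without any response showed a rise of more than 2-fold in 1.77% of the WT-induced genes, and one responding like WT in 75.8%, or 8.50% and 49.6% when the noise was doubled. The comparator moved the shares most. Relative to untreated WT, 40.1% of the 594 genes were more than 2-fold higher in MDP-treated *Arhgef2*-/- BMDMs and 47.6% in the libraries labelled *Irf5*-/- with MDP. The log2 change by MDP differed from that of WT by more than 1 for 1335 genes in *Arhgef2*-/- BMDMs and 813 in the libraries labelled *Irf5*-/-, which was not tested. Among the genes with the largest rises in WT, *Insl3*, which overlaps *Jak3*, was listed at 0 FPKM untreated and 5.05 with MDP. *Cd79a* rose by a log2 change of 5.47, *Ly6d* by 5.15, *Nrgn* by 5.05 and *Faim3* by 4.46, each from less than 1 FPKM. With a pseudocount of 1 these changes were 2.87 for *Cd79a*, 2.80 for *Ly6d*, 2.83 for *Nrgn* and 1.91 for *Faim3*.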

The lack of transcriptional changes in response to MDP in *Arhgef2*^−/−^ and *Irf5*^−/−^ BMDMs was also revealed in pairwise comparisons in a Cuffdiff analysis where the majority of mRNAs that were upregulated more than twofold by MDP in WT BMDMs failed to transcriptionally activate in *Arhgef2*^−/−^ and *Irf5*^−/−^ BMDMs (Fig. 5b). 

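The paper's Supplementary Data 1 assigns 961 genes to 7 clusters, and all were found by symbol among the deposited values. In WT BMDMs, 687 of them passed the filter and met both criteria for a change by MDP. Cluster genes that failed the filter were not called. Clusters I to IV hold 752 genes, of which 526 were called higher, and 90 genes called in WT are in no cluster. Of all genes called higher in WT, 452 (76.1%) rose 2-fold or less, or fell, in both knockouts when each was compared with its own untreated BMDMs. The genes called lower in WT were compared the same way. Among these 183 genes, 12.6% fell more than 2-fold in *Arhgef2*-/- BMDMs and 9.29% in the libraries labelled *Irf5*-/-. Their median log2 change was −0.35 in each, and 73.2% and 85.8% of them fell by any amount. Relative to untreated WT, 26.8% and 48.6% of them were more than 2-fold lower in the MDP-treated knockouts. Clusters V and VI hold mostly genes lowered by MDP, with 71 and 86 genes more than 2-fold lower and 1 gene each more than 2-fold higher in WT. The 81 genes of cluster V had a median log2 change of −1.19 in WT, −0.54 in *Arhgef2*-/- BMDMs and −0.48 in the libraries labelled *Irf5*-/-, and untreated WT had the highest value of the 6 conditions for 70 of them. *Hpgd* (chromosome 8, 56294585 to 56321043), with the largest change in cluster V, fell from 129 to 22.8 FPKM in WT, from 47.3 to 16.3 in *Arhgef2*-/- BMDMs and from 28.7 to 6.40 in the libraries labelled *Irf5*-/-. *Jag2*, next in size, fell from 3.08 to 0.577 FPKM in WT and was below 0.5 FPKM in both knockouts with and without MDP. The 92 genes of cluster VI had medians of −1.19, −0.16 and −0.29. In it *Gpr34* fell by 2.94 on the log2 scale in WT and by 1.68 in the libraries labelled *Irf5*-/-, with −0.06 in *Arhgef2*-/- BMDMs, and *Gprc5c* fell by 2.69, 1.21 and 0.73, respectively.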

Hierarchical clustering of MDP regulated genes revealed that GEF-H1 and IRF5 were required for a significant proportion of the transcriptional response induced by MDP (Fig. 5b). Out of the 984 regulated genes with more than twofold regulation upon MDP stimulation in WT BMDMs, GEF-H1, and IRF5 were both required for the induction of 422 or inhibition of 36 transcripts (Fig. 5b, Cluster I and VII, Supplementary Data 1). 

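More than 2-fold regulation, without the rule on intervals, was met by 984 filtered genes in WT, 723 higher and 261 lower. This equals the paper's count in number only, since the clusters also hold genes that fail the filter. Cluster I (422 genes) had a median log2 change of 1.83 by MDP in WT, and 275 of its 302 genes that passed the filter were called higher. Relative to their own untreated condition the median was −0.44 in *Arhgef2*-/- BMDMs and 0.07 in the libraries labelled *Irf5*-/-. More than 2-fold rises occurred for 400 genes in WT, 23 in *Arhgef2*-/- BMDMs and 21 in the libraries labelled *Irf5*-/-, and 79 genes fell more than 2-fold in *Arhgef2*-/- BMDMs. Of the 6 conditions, MDP-treated WT had the highest value for 393 of the genes. Without MDP, cluster I was higher than in WT by a median of 0.75 in *Arhgef2*-/- BMDMs and 0.26 in the libraries labelled *Irf5*-/-. Compared with untreated WT, the MDP-treated knockouts were at 0.36 and 0.39, so the sign in *Arhgef2*-/- BMDMs depends on the comparator. Most of these genes have low values, with a median of 0.364 FPKM in untreated and 1.99 in MDP-treated WT, and a pseudocount of 1 lowered the WT change to 0.98. The largest changes among genes above 1 FPKM were those of *Ctgf* and *Timp1*. *Ctgf*, listed as *Ccn2* in GENCODE (chromosome 10, 24595442 to 24598683), rose from 3.53 to 69.8 FPKM in WT, fell from 15.5 to 5.84 in *Arhgef2*-/- BMDMs and went from 2.77 to 3.92 in the libraries labelled *Irf5*-/-. *Timp1* (chromosome X, 20870166 to 20874735) went from 4.33 to 85.3 FPKM in WT, from 10.7 to 8.43 in *Arhgef2*-/- BMDMs and from 10.0 to 13.3 in the libraries labelled *Irf5*-/-. Cluster VII (36 genes) had a median of −1.18 in WT, −0.31 in *Arhgef2*-/- BMDMs and −0.12 in the libraries labelled *Irf5*-/-. It started from similar levels, 0.03 above untreated WT in each knockout, and all 36 genes were lowest in MDP-treated WT. *Tox2* fell from 1.32 to 0.173 FPKM in WT and from 2.73 to 1.10 in the libraries labelled *Irf5*-/-, and rose from 0.296 to 0.538 in *Arhgef2*-/- BMDMs. *6030408B16Rik* fell from 1.23 to 0.167 FPKM in WT, against 1.09 and 1.12 in *Arhgef2*-/- BMDMs and 1.50 and 1.29 in the libraries labelled *Irf5*-/-. From its hierarchical clustering, the paper concludes that both GEF-H1 and IRF5 were required for the regulation of these clusters.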

We observed additional gene clusters that were either dependent on GEF-H1 (cluster IV, 43 genes, Supplementary Data 1) or IRF5 alone (cluster II, 77 genes, Supplementary Data 1). 

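Cluster IV (43 genes) rose by a median log2 change of 1.33 with MDP in WT, where 34 genes were called higher. Against their own untreated condition, the medians were −0.08 in *Arhgef2*-/- BMDMs and 0.09 in the libraries labelled *Irf5*-/-, and no gene rose more than 2-fold in either. Without MDP the cluster was above WT by 0.47 in *Arhgef2*-/- BMDMs and by 1.35 in the libraries labelled *Irf5*-/-, where 30 of its genes were more than 2-fold higher than in untreated WT. With MDP and relative to untreated WT, the medians were 0.47 and 1.44. *Npy* (chromosome 6, 49822710 to 49829507) rose from 62.7 to 390 FPKM in WT, from 85.6 to 157 in *Arhgef2*-/- BMDMs and from 243 to 298 in the libraries labelled *Irf5*-/-. *Igfbp5* rose from 0.103 to 0.982 FPKM in WT, and went from 0.191 to 0.237 in *Arhgef2*-/- BMDMs and from 1.36 to 1.56 in the libraries labelled *Irf5*-/-. Cluster II (77 genes) had a median change of 1.57 in WT, with 59 genes called higher. It was 0.74 in *Arhgef2*-/- BMDMs and 0.83 in the libraries labelled *Irf5*-/-, and 33 genes rose more than 2-fold in each. Relative to untreated WT, the MDP-treated values were at 1.34 in *Arhgef2*-/- BMDMs and 0.64 in the libraries labelled *Irf5*-/-, where 56 and 15 genes were more than 2-fold higher. Untreated *Arhgef2*-/- BMDMs were at 0.32 and the untreated libraries labelled *Irf5*-/- at −0.15. *Prss34* (chromosome 17, 25298394 to 25300165) rose from 0.268 to 6.34 FPKM in WT, fell from 8.23 to 2.33 in *Arhgef2*-/- BMDMs and had 0.441 and 0.526 in the libraries labelled *Irf5*-/-. *Spib* rose from 0.0659 to 2.34 FPKM in WT and from 0.337 to 1.23 in *Arhgef2*-/- BMDMs, with 0.519 and 0.573 in the libraries labelled *Irf5*-/-.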

We also detected an additional cluster containing 210 transcripts that were induced by MDP independently of GEF-H1 and IRF5 (Fig. 5b Clusters III and; Supplementary Data 1). 

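Cluster III (210 genes) rose by a median log2 change of 1.51 with MDP in WT, and 158 genes were called higher. Relative to untreated WT, the MDP-treated values were higher by 1.40 in *Arhgef2*-/- BMDMs and 1.96 in the libraries labelled *Irf5*-/-, and 155 and 207 genes were more than 2-fold higher. Relative to their own untreated condition, the medians were 0.22 and 0.33, and 32 and 38 genes rose more than 2-fold. Before MDP, the cluster was already above untreated WT by a median of 1.20 in *Arhgef2*-/- BMDMs and 1.57 in the libraries labelled *Irf5*-/-, with 123 and 158 genes more than 2-fold higher. Untreated WT had the lowest value of the 6 conditions for 183 of the 210 genes. The comparisons with untreated WT all share its values, so unchanged knockouts were simulated from the authors' intervals. They were drawn around the observed untreated WT values, so noise already in those values is carried over. The simulated differences may therefore be too small, and they do not exclude such noise as the cause. Of the genes called higher by MDP in WT, 131 were more than 2-fold above WT in both untreated knockouts. In the simulations this number was 6.5, or 83 with doubled noise. The median untreated difference over all genes called higher in WT was 0.82 in *Arhgef2*-/- BMDMs and 0.58 in the libraries labelled *Irf5*-/-, against 0.08 simulated and 0.30 with doubled noise. *Pdpn* (chromosome 4, 143267431 to 143299564) rose from 0.520 to 6.89 FPKM in WT and from 1.21 to 6.98 in *Arhgef2*-/- BMDMs, and had 26.0 and 45.7 in the libraries labelled *Irf5*-/-. *Nrgn* (chromosome 9, 37544492 to 37552904) had 0.111 FPKM in untreated WT and 6.90 with MDP, 1.31 and 2.24 in *Arhgef2*-/- BMDMs, and 3.76 and 3.28 in the libraries labelled *Irf5*-/-.

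**Figure D1:**
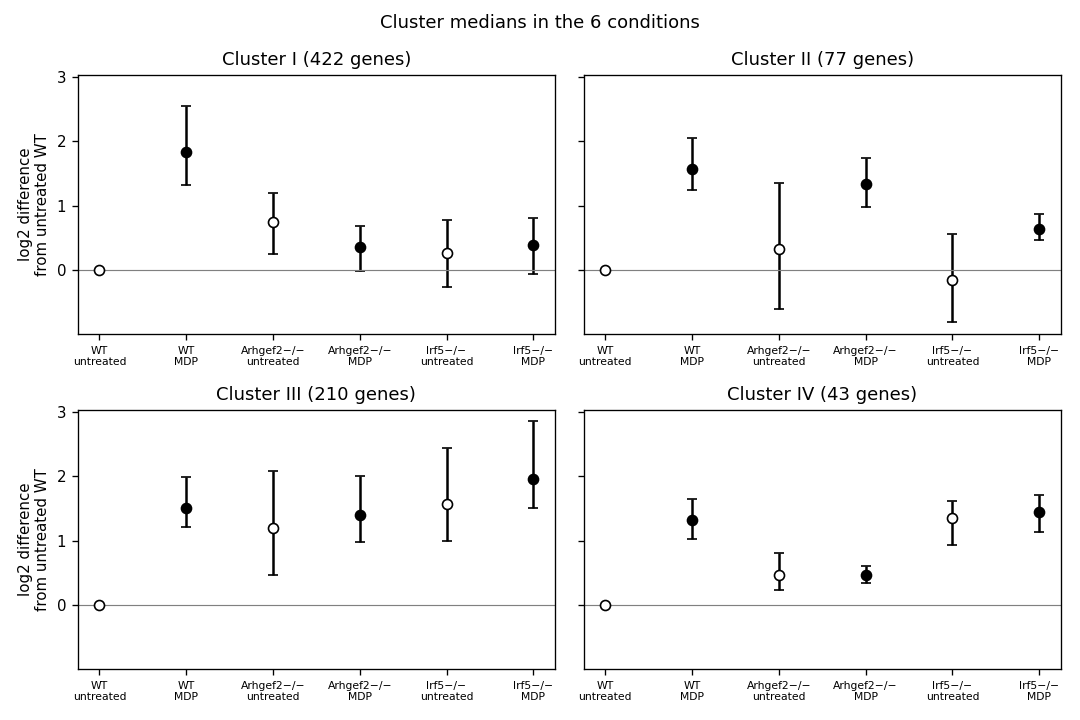
Median log2 difference from untreated WT of the genes of clusters I to IV in the 6 conditions, on the log2(FPKM + 0.1) scale. Open circles are untreated and filled circles MDP-treated BMDMs, and the lines span the quartiles of the genes. In cluster III the untreated knockouts sit at 1.20 and 1.57, near the MDP-treated WT value of 1.51.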

For Gene Set Enrichment Analyses (GSEA) genes were further ranked by intensity difference based on their dependence on GEF-H1 or IRF5 and the extent of regulation upon MDP stimulation. 

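Cluster I contains *Pglyrp1*, *Gzmd* and *Gzme*, genes linked to antimicrobial defense. *Pglyrp1* encodes a peptidoglycan recognition protein and lies on chromosome 7 from 18871331 to 18890459. It rose from 17.2 to 42.1 FPKM with MDP in WT, a log2 change of 1.29. It went from 29.4 to 15.7 FPKM in *Arhgef2*-/- BMDMs, where the intervals overlap, and from 10.2 to 11.0 in the libraries labelled *Irf5*-/-. The granzyme gene *Gzme* (chromosome 14, 56117626 to 56120625) rose from 0.380 to 8.65 FPKM in WT. It was at 0.383 FPKM in untreated and 0.0462 in MDP-treated *Arhgef2*-/- BMDMs, and at 0.0537 and 0.0502 in the libraries labelled *Irf5*-/-. *Gzmd* (chromosome 14, 56129556 to 56132608) rose from 0.240 to 4.31 FPKM in WT. In *Arhgef2*-/- BMDMs it had 0.0755 FPKM untreated and was listed at 0 with MDP, and the libraries labelled *Irf5*-/- had 0.0261 and 0.0283. These granzyme genes lie next to each other and have closely similar sequences, so short reads cannot always be assigned to one of them and their separate values are uncertain. Below 1 FPKM the values rest on few reads. One step of the authors' interval bounds for *Gzmd* is 0.0456 FPKM, so its values in the knockouts, from 0 to 0.0755, span less than 2 steps.

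**Figure D2:**
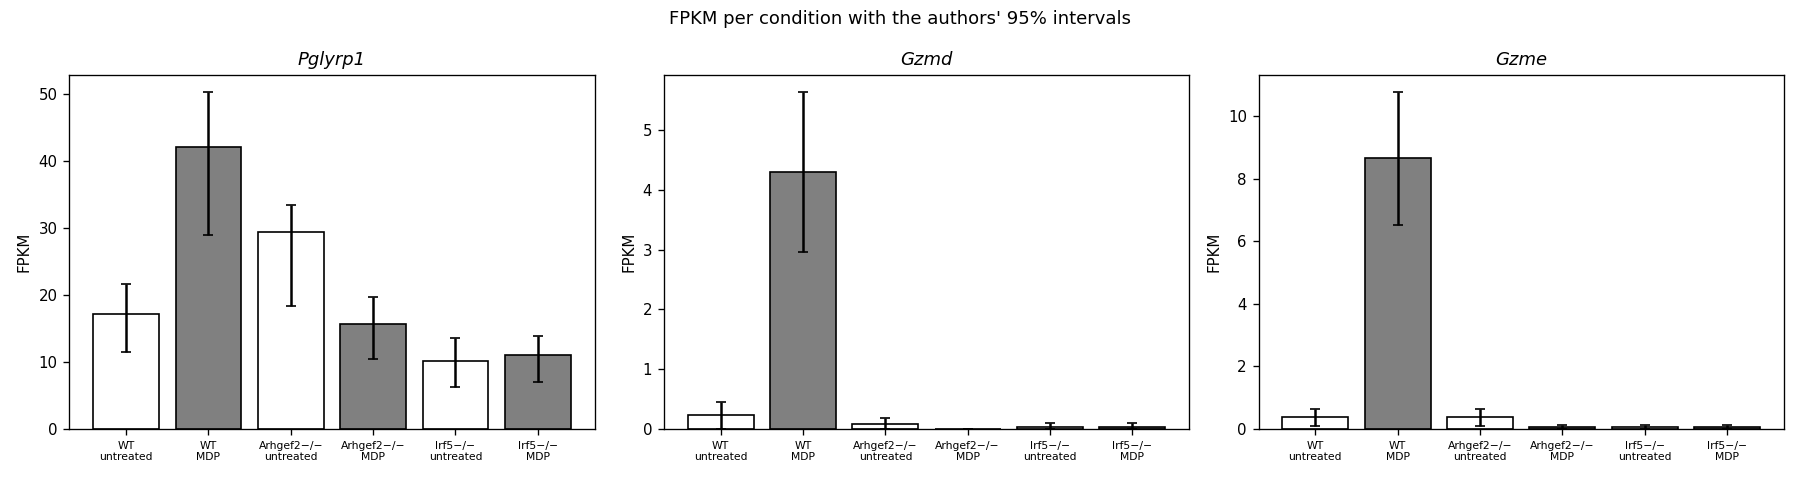
FPKM of *Pglyrp1*, *Gzmd* and *Gzme* in untreated (open bars) and MDP-treated (grey bars) BMDMs of each genotype. Bars start at 0 and lines are the authors' 95% confidence intervals, with MDP-treated WT highest for each gene, from 4.31 FPKM for *Gzmd* to 42.1 for *Pglyrp1*.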

Figure 5c shows the transcripts in cluster I with a *Z*-score >3.0 that required both GEF-H1 and IRF5 for induction by MDP. 

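The gene sets behind the enrichment were not used here, and families defined by gene symbol stand beside them. Among filtered genes there were 16 collagen genes, of which 12 are in cluster I and 2 in cluster III. Their median log2 change by MDP was 2.74 in WT, where 14 were called higher. It was −0.01 in *Arhgef2*-/- BMDMs and 0.16 in the libraries labelled *Irf5*-/-, and 2 and 0 collagen genes, respectively, were called higher there. The 2 were *Col18a1* and *Col4a5*, which were not called in WT and are in no cluster. *Col1a1* rose from 7.98 to 33.3 FPKM in WT, against 7.41 and 7.90 in *Arhgef2*-/- BMDMs and 2.60 and 3.23 in the libraries labelled *Irf5*-/-. *Fn1*, a matrix gene, rose from 4.55 to 30.9 FPKM in WT. Of the 38 genes whose symbols mark chemokines, interleukins or TNF ligands, 7 are in cluster I and 6 in cluster III. Their median log2 change was 0.86 in WT, 0.69 in *Arhgef2*-/- BMDMs and 0.50 in the libraries labelled *Irf5*-/-, with 16, 10 and 10 genes called higher. The 7 members in cluster I had a median of 1.83 in WT, 0.15 in *Arhgef2*-/- BMDMs and 0.56 in the libraries labelled *Irf5*-/-. *Tnf* went from 7.30 to 21.1 FPKM in WT, from 7.03 to 12.3 in *Arhgef2*-/- BMDMs and from 6.38 to 9.48 in the libraries labelled *Irf5*-/-. *Cxcl10*, also in cluster I, rose from 23.6 to 98.4 FPKM in WT, from 15.0 to 70.3 in *Arhgef2*-/- BMDMs and from 3.45 to 26.3 in the libraries labelled *Irf5*-/-.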

GSEA analysis associated the GEF-H1 and IRF5 dependent gene clustered in the MSigDB Hallmark data base significantly with mesenchymal transition, TNF-α signaling, and Inflammatory responses, and in the MSigDB Canonical pathway (KEGG) database with Focal adhesion, ECM, and cytokine - cytokine receptor interaction (Fig. 5d).

**Fig. 5:**
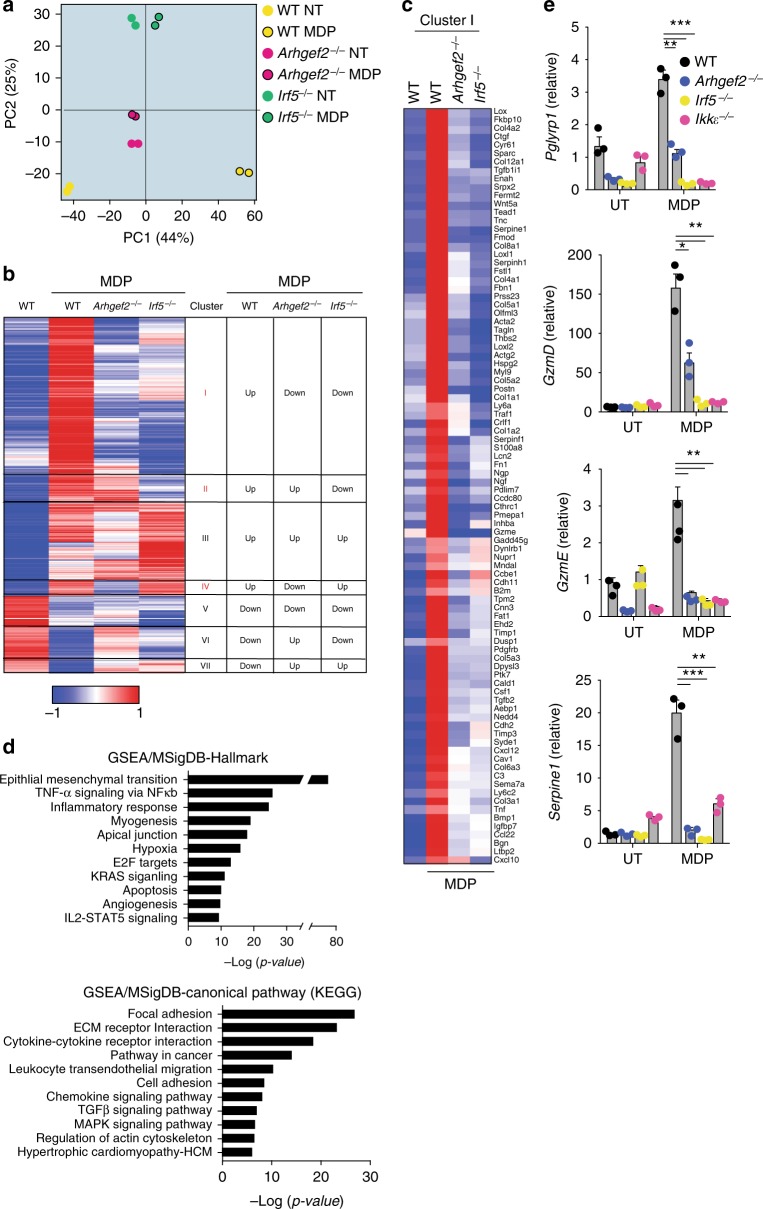
GEF-H1 and IRF5 control transcriptional programs initiated by MDP. **a** PCA analysis of variant genes in which input samples are clustered in non-treated (open) and *N*-glycolyl-MDP stimulated (closed) BMDMs from WT (yellow circles), *Arhgef2*^−/−^ (pink circles), and *Irf5*^−/−^ (green circles) mice. **b** Heat map showing the differential expressed genes (DEG) upon *N*-glycolyl-MDP stimulation between BMDMs from WT, *Arhgef2*^−/−^ and *Irf5*^−/−^ mic. Scale represents Median centered log2FPKM. **c** Heat map representation of Cluster I shows the *N*-glycolyl-MDP regulated genes in untreated WT and *N*-glycolyl-MDP treated WT, *Arhgef2*^−/−^ or *Irf5*^−/−^ mice macrophages. Color scales represent **d** GSEA/MSigDB analysis showing significant pathways in Hallmark and Canonical pathway (KEGG) categories. DEGs were identified using an FDR cutoff <0.05 and a fold change cutoff >2 by Cuffdiff v1.06 in DNAnexus **e**, Gene expression analysis by qRT-PCR of *Pglyrp1, GzmE, GzmD*, and *Serpine-1* in BMDMs derived from WT (black square), *Arhgef2*^−/−^(blue square), *Irf5*^−/−^ (yellow square), and *Ιkkε*^−/−^ (pink square), mice after 18 h stimulation with *N*-glycolyl-MDP or untreated control (UT). The data are presented as the mean±SEM. Statistical significance was tested with Student’s *t*-test *P < 0.05, **P < 0.001, ***P < 0.0001 (*n* = 3). Source data are provided as a Source Data file. RNA sequencing data that support the findings of this study have been deposited in GEO with the accession codes GSE126749. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126749

In the next set of experiments, we analyzed the expression of antimicrobial host defense genes induced by MDP in Cluster 1 in macrophages isolated from WT, *Arhgef2*^−/−^ *Irf5*^−/−^ and *Ikkε*^−/−^ mice by qRT-PCR. These experiments confirmed that GEF-H1, IKK*ε*, and IRF5 mediated the expression of peptidoglycan recognition protein 1 (*Pglyrp1*; Fig. 5e). Pglyrps recognize bacterial cell wall peptidoglycans of Gram-positive and Gram-negative bacteria and have antibacterial functions^24–26^. Additional antimicrobial factor co-regulated by GEF-H1, IKK*ε*, and IRF5 included GranzymeD (*GzmD*), GranzymeE (*GzmE*), and *Serpine1* all of which have been shown to mediate host defenses^27,28^ (Fig. 5e). Together, these experiments indicated that GEF-H1 and IKK*ε* mediated phosphorylation of IRF5 controlled a unique transcriptional program that could initiate innate immune responses critical for anti-microbial host defense in macrophages through the detection of peptidoglycans and microbial elimination.

### The GEF-H1-IKKε-IRF5 signaling axis controls *L. monocytogenes*

We next determined the role of GEF-H1, IKKε, and IRF5 in the activation of host defense against *L. monocytogenes*, the causative agent of listeriosis that controls the host-cell cytoskeleton for invasion and intracellular spread^29^. The recognition of *L. monocytogenes* requires peptidoglycan^30^ and nucleic acid sensing receptors^31^. During infection of ARPE-19 cells with GFP expressing *L. monocytogenes*, RFP-GEFH1 fusion protein redistributed from microtubules into the cytoplasm (Fig. 6a). Exposure to *L. monocytogenes* induced IRF5 phosphorylation in WT mice but not in *Arhgef2*^−/−^ or *Ikkε*^−/−^ macrophages (Fig. 6b). *Ikkε*^−/−^ macrophages were also unable to respond to *L. monocytogenes* with the same level of phosphorylation of NF-κB-p65 that occurred in WT and *Arhgef2*^−/−^ macrophages (Fig. 6b). The impaired innate immune activation in macrophages derived from *Arhgef2*^−/−^, *Ikkε*^−/−^, *or Irf5*^−/−^ mice had a significant impact on antimicrobial defenses. Macrophages that lacked GEF-H1, IKKε, or IRF5 were significantly more susceptible to infection with *L. monocytogenes* (Fig. 6c). Exposure to 10^5^ bacteria over 2 h resulted in a 6.9-fold higher bacterial load in *Arhgef2*^−/−^, 4.3-fold in *Ikkε*^−/−^, and 7.9-fold in *Irf5*^−/−^ macrophages (Fig. 6c). Furthermore, bacterial elimination was particularly lacking in GEF-H1-deficient macrophages which were unable to significantly reduce bacterial burden 6 h after uptake in contrast to WT macrophages. *Ikkε* and *Irf5* deficient macrophages were able to reduce intracellular *L. monocytogenes* by 53 and 74%, respectively. We next determined whether *L. monocytogenes* induced the transcriptional regulation of genes that were IRF5 and GEF-H1 dependently induced by MDP in macrophages. Indeed, *L. monocytogenes* induced the expression of mRNA encoding for *Pglyrp1*, *GzmD*, and *GzmE*, and *Serpine1* in WT macrophages. The induction of these genes during *L. monocytogenes* infection was significantly reduced in macrophages that were *Arhgef2*, *Ikkε*, or *Irf5* deficient (Fig. 6d). Together, these data showed that the GEF-H1-IKKε-IRF5 signaling axis was activated as a detection system that defines antimicrobial host defenses in macrophages.

**Fig. 6:**
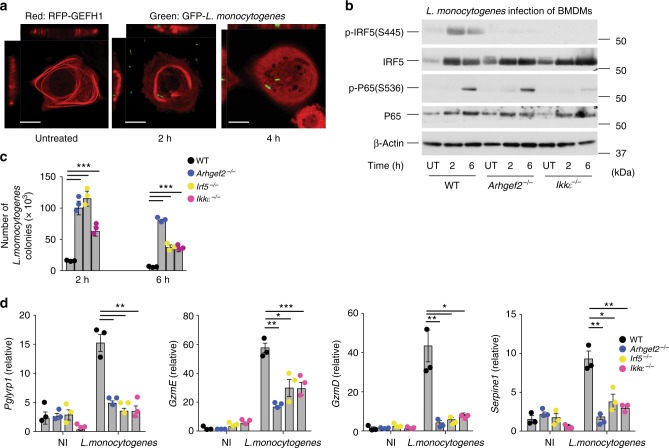
GEF-H1-IRF5 signaling controls host defense against *L. monocytogenes*. **a** Confocal microscopic analysis of subcellular localization of GEF-H1 in ARPE-19 before and during infection with *L. monocytogenes*. Scale bars, 10 µm. **b** Immunoblot analysis of *N*-glycolyl-MDP induced IRF5 and p65 phosphorylation in BMDMs isolated from WT, *Arhgef2*^−/−^ and *Ikkε*^−/−^ mice. **c** Gentamycin protection assay for the assessment of intracellular *L. monocytogenes* in BMDMs isolated from WT (black square), *Arhgef2*^−/−^ (blue square), *Irf5*^−/−^ (yellow square), and *Ikkε*^−/−^ mice. **d** Gene expression analysis by qRT-PCR of *Pglyrp1*, *GzmE*, *GzmD*, and *Serpine1* in BMDMs derived from WT (black square), *Arhgef2*^−/−^ (blue square), *Irf5*^−/−^ (yellow square), and *Ikkε*^−/−^ mice infected with *L. monocytogenes* or non-infected (NI). Error bars indicate mean±SEM. Statistical significance was calculated using Student’s two-tailed *t* test **P < 0.001 ***P < 0.0001 (*n* = 3). Source data are provided as a Source Data file

## Discussion

We here demonstrate that GEF-H1 is a critical activator and signaling platform for microbial peptidoglycans recognition that is essential for the phosphorylation of IRF5 by the atypical IKK kinase IKKε. We propose a model in which a GEF-H1 signalosome recruits ROCK1, IKKε, and IRF5, as a prerequisite for IRF5 phosphorylation in response to intracellular peptidoglycan recognition. IKKε is the second atypical IKK kinase that can bind GEF-H1. In the MAVS pathway, GEF-H1 can interact with TBK1 and mediate the phosphorylation of IRF3 and induction of type 1 interferons^3^. However, during the recognition of MDP, GEF-H1 interacted specifically with IKKε for the phosphorylation of IRF5 demonstrating that despite substantial sequence homology the functions of IKKε and TBK1 can be defined by distinct substrate specificities and signaling intermediaries that are immune recognition pathway specific. Previously, it  had been difficult to distinguish specific functions of IKKε and TBK1 as they are often simultaneously activated during pathogen-associated molecular pattern recognition^32^.

Our mutational analysis indicates that phosphorylation events at S324, S399, and S886 are critical for the function of GEF-H1. Remarkably, preventing  phosphorylation at S399 resulted in the hyper-phosphorylation of GEF-H1 at S886 which prevented the binding to IKKε required for IKKε phosphorylation. Thus, S399 maybe critical for mediating interaction with a phosphatase that activates GEF-H1 or preventing binding of a kinase that inactivates GEF-H1 by phosphorylation of S886. Phosphorylation of S886 is specifically required for the binding of GEF-H1 to microtubules and dephosphorylation of this residue is required for the release and activation of GEF-H1^33,34^. However, we identified S324 as an additional Serine that controls GEF-H1 function. Preventing phosphorylation of S324 and S886 together enhanced GEF-H1 function significantly, dramatically increasing the binding of IKKε and phosphorylation of ROCK1 as well as IRF5. In contrast, targeting S399 and S886 together in GEF-H1 prevented IKKε phosphorylation. Thus, we identified three Serine residues that are critical for the function of the GEF-H1-IKKε-IRF5 innate immune activation pathway. Targeting either S324 or S399 in addition to S886 of GEF-H1 maybe a strategy to enhance or limit immune responses that require GEF-H1. Our data also indicate that further analysis of GEF-H1 for functional motifs should be carried out in mutants that prevent inactivation of GEF-H1 through phosphorylation of S886.

We found that ROCK1/2 may be required for IKKε phosphorylation by GEF-H1. The phosphorylation of IKKβ by RhoA GTPase function for the activation of NF-κB has been suggested in the TGF-β pathway, although in those experiments the responsible GEF had not been identified^35^. It will need to be determined whether ROCK1 or ROCK2 have cell specific function in activating IRF5 as the ROCK inhibitor used in these experiments can inhibit both ROCK kinases. Manipulation of the cytoskeleton by Rho GTPases can activate the NOD-Like receptor signaling pathway^36^ and it needs to be determined whether GEF-H1 can be activated through *L. monocytogenes* effectors that control the cytoskeleton and impact the microtubule network^37^.

Surprisingly, GEF-H1-mediated IRF5 phosphorylation by MDP occurred in the absence of NOD2, a recognized sensor for MDP^38^. However, GEF-H1 and NOD2 both are required for the activation of NF-κB, indicating that NOD2 may specifically mediate NF-κB-p65 in response to MDP^39^. Although the role of GEF-H1 in the activation of IKKε was specific for the recognition of MDP, we found that IKKε was also required for TLR4-mediated IRF5 phosphorylation that occurs GEF-H1 independent. This indicates that IKKε has a broader unrecognized function in pathways that invoke IRF5-dependent transcriptional responses. The specific signaling components that activate IKKε in the TLR pathway for the phosphorylation of IRF5 will need to be identified.

The GEF-H1-IKKε-IRF5 signaling axis was necessary for host defense against the enteroinvasive pathogen *L. monocytogenes*, that leads to a systemic bacterial infection which causes miscarriage in pregnant women, meningitis in neonates as well as the elderly and is often fatal to immunocompromised individuals. Furthermore, *Arhgef2*^−/−^ macrophages were unable to significantly reduce the bacterial load after uptake, indicating that GEF-H1-mediated defense functions were required for the elimination of intracellular pathogens. *Arhgef2*^−/−^ macrophages responded with NF-κB-p65 phosphorylation to *L. monocytogenes* uptake. This may be due to the activation of the STING pathway by microbial nucleic acids during *L. monocytogenes* infection^40^. Nevertheless, IKKε was of central importance also for the activation of NF-κB-p65 and IRF5 in these experiments. GEF-H1, IKKε, and IRF5 were specifically required for the induction of *Pglyrp1* in response to MDP and *L. monocytogenes* infection. Pglyrps participate in maintaining normal bacterial flora in the gut^41,42^ and are critically involved in regulating inflammatory responses induced by bacteria together with NLRs^41^. However, the precise MDP receptor that activates GEF-H1 induced immune regulation to control innate and cell autonomous responses to commensal and pathogenic microbiota will need to be identified.

Altogether our data indicate that GEF-H1 can promote cell intrinsic innate and cell autonomous immunity by assembling a signalosome that allows the initiation of IRF5-dependent antibacterial transcriptional programs. The GEF-H1-IKKε-IRF5 host defense pathway is essential for the detection of peptidoglycans and enables host defense responses to cope with intracellular pathogens such as *L. monocytogenes*. In this pathway, GEF-H1 has an essential role for the unique activation of IKKε that has a specific function as an upstream IKKα/β and IRF5 kinase.

## Methods

### Cells lines and bone marrow-derived macrophages culture

HEK293T and ARPE-19 cells were purchased from American Type Culture Collection. HEK293T were grown in DMEM and ARPE-19 in DMEM/F12 Medium, supplemented with 10% fetal bovine serum and 0.5% penicillin/streptomycin, Bone marrow-derived macrophages (BMDMs) cells were generated by flushing bone marrow cells from femurs and tibia of WT or indicated knockout (KO) mice, depleting red blood cells using ACK lysis buffer, and resuspending cell in complete DMEM media supplemented with 10% FBS, 0.5% penicillin/streptomycin mixture, and 20 ng ml^−1^ M-CSF. Cells were maintained in culture at 37 °C, 5%CO_2_ for 6 days before experimentation. BMDMs were stimulated in FBS free DMEM with *N*-Glycolyl-MDP (5 μg ml^−1^) (purchased from Invivogen; Cat# tlrl-gmdp), LPS-EK (100 ng ml^−1^; LPS from *E. coli* K12; Invivogen) or ROCK1 inhibitor Y27632 (20 μM; Abcam) after at least 2 h of serum starvation. Immortalized WT and *Ripk2* deficient macrophages cell lines were cultured in complete DMEM media supplemented with 10% FBS, 0.5% penicillin/streptomycin.

### Mice

*Arhgef2*^−/−^ mice were generated as previously described^3^. C57BL/6 WT (Wild-type), *Irf5*^−/−^, *Nod2*^−/−^, and *Ikkε*^−/−^ animals were obtained from Jackson Laboratory (Bar harbor, ME). All animals were bred and housed in a pathogen-free animal facility according to institutional guidelines. All experiments were carried out on sex-matched mice at 8–12 weeks old with protocols approved by the subcommittee on Research Animal Care at the Massachusetts General Hospital and Harvard Medical School.

### Plasmids

FLAG-tagged GEF-H1 plasmid (Human pCMV6-Entry-GEF-H1) vector was purchased from OriGene. pcDNA3-huIKKε-flag, pcDNA3-huIKKε(K38A)-flag, and pcDNA3.1-huIKKβ-ΗΑ plasmids were obtained from Addgene. pCMVtag2c-huNOD2-Flag was gift from Dr. Ramnik J. Xavier. The plasmids pCMV-huROCK1, pcDNA3-huRipK2-HA, and RFP-tagged GEF-H1 were previously described^2,3,39^. pcDNA3-huIRF5-GFP was kindly provided by Dr. Nancy C. Reich Marshall. GEF-H1 and GEF-H1-RFP variants (S324A Y394A, S399A, and S886A), were generated using the Quikchange Site-Directed Mutagenesis Kit (Stratagene) according to the manufacturer’s instructions.

### Antibodies and western blotting

The following antibodies were used in this study: rabbit antibodies against GEF-H1 (ab155785; 1/2000 dilution), phospho-GEF-H1 (S885(S886), ab94348; 1/2000 dilution), IRF5 (ab21689; 1/1000 dilution), Phospho-ROCK1(T455 /S456, ab203273; 1/1000 dilution), and ROCK1 (EP786Y, ab45171; 1/1000 dilution) were from Abcam. The antibody against phospho-Ser445 IRF5 used at 1/2000 dilution was generated by immunizing rabbits with a synthetic peptide (IRLQIpS445NPDLC; NeoBiolab, MA. USA). Phospho-p65-NFκB (Ser536, 93H1; 1/1000 dilution), p65-NFκB (D14E12; 1/1000 dilution), phospho-IRF3 (Ser396, 4D4G; 1/1000 dilution), IRF3 (D83B9; 1/1000 dilution), Phospho-IKKα/β (Ser176/180, 16A6; 1/1000 dilution), IKKβ (D30C6; 1/1000 dilution), Phospho-IKKε (Ser172, D1B7; 1/1000 dilution), IKKε (2690; 1/1000 dilution), β-actin (8H10D10; 1/10000 dilution), and anti-Lamin A/C (4C11; 1/1000 dilution) antibodies were purchased from Cell Signaling Technology. Anti-FLAG (F7425; 1/3000 dilution) and anti-ΗΑ (H9658; 1/3000 dilution) antibodies were obtained from Sigma. Whole-cell extracts were obtained by harvesting cells with lysis buffer (1% NP-40, 20 mM Tris-HCl (pH 7.4), 150 mM NaCl, 2 mM EDTA, 2 mM EGTA, 4 mM Na_3_VO_4_, and 40 mM NaF) containing protease and phosphatase inhibitors tablets (Roche). Western blotting was performed using standard protocols for SDS-PAGE and wet transfer onto PVDF membranes. Primary antibodies were diluted in blocking buffer (BSA 5% + 1X TBST) and incubated overnight at 4 °C. Secondary anti mouse (NA931V, GE Healthcare) or rabbit (NA934V, GE Healthcare) HRP were used at 1/5000 and incubated for 1 h at RT. For IP we used true blot anti-rabbit (ROCKLAND; 18-8816-33) or ULTRA anti-mouse (ROCKLAND; 18-8817-33) HRP at 1/4000. The bands were visualized by enhanced chemiluminescence (Western Lightning Plus [PerkinElmer] or SuperSignal West Femto [Thermo Fisher Scientific]) and exposure on film.

### Immunoprecipitation and Subcellular fractionation

HEK293T cells were transfected with indicated plasmids using Lipofectamine 3000 (Invitrogen) and Amaxa Mouse Nucleofector® Kit (Lonza, Cat#VPA-1009) used for Macrophages transfection according to the manufacturer’s protocol. The cells were lysed on ice for 20 min, in the same lysis buffer used above to harvest cell lysate for immunoblot. Cell debris was pelleted by centrifugation and the supernatant was then incubated for 30 min at 4 °C with protein G plus agarose (Pierce Thermo Scientific, Rockford, IL) Precleared lysates were incubated at 4 °C overnight with immunoprecipitation antibodies. The protein G agarose beads were then added, and the incubation continued for 4 h. Following extensive washes with the same lysis buffer, the agarose beads were mixed with 1 × SDS sample buffer and boiled for 5 min prior to immunoblotting analysis.

Nuclear and cytoplasmic extracts from BMDMs were prepared using Buffer A (10 mM HEPES, pH7.9; 1.5 mM MgCl2; 10 mM KCl; 0.1 mM EDTA; 0.1 mM EGTA; 1 mM DTT; 0.3 mM Na3VO4 + protease inhibitors tablet [Roche]) and Buffer C (20 mM HEPES, pH7.9; 1.5 mM MgCl2; 1 mM EDTA; 1 mM EGTA; 1 mM DTT; 0.3 mM Na3VO4; 0.4 M NaCl + protease inhibitors tablet [Roche]). In brief, cells were collected by scraping and centrifugation 5 min at 3000 rpm, 400 µl of Buffer A added to the pellet and after incubation 15 min on ice, 50 µl of 10% NP-40 was added and the supernatant collected (cytosolic fraction) after centrifugation at 15,000 rpm for 30 s. A volume 50 µl of Buffer C added to the pellet, vigorously rocked at 4 °C for 15 min and centrifuged 5 min at 15,000 rpm. The collected supernatant represents the nuclear extracts. Equal amounts of nuclear protein were loaded in each lane and separated on a 4–20% Tirs-Gly NuPAGE® gel (Invitrogen), then transferred to a PVDF membrane. Membranes were probed with anti IRF5 antibody or anti-Lamin A/C. Uncropped and unprocessed scans of the most important blots are provided as a Source Data file

### Real-time quantitative-PCR

Total RNA from BMDMs was isolated using RNeasy micro kit (Qiagen). cDNA was prepared from RNA using iScript cDNA synthesis kit (Bio-Rad). Real-time PCR was performed using SsoAdvanced^TM^ Universal SYBR green Supermix (Bio-Rad). The gene expression was normalized to the expression of the gene encoding 18S. The primer sequences are provided in Supplementary Table 1.

### Bacterial killing assay in vitro

BMDMs derived from WT, *Arhgef2*^−/−^, *Irf5*^−/−^, or *Ikkε*^−/−^ mice were plated to 24-well plate at a density of 1 × 10^5^ cells per well. Cells were infected with GFP-*Listeria monocytogenes* (generous gift from Dr. John Garber) at a multiplicity of infection (MOI) 1 for 1 h at 37 °C. BMDMs were washed with sterile HBSS and the extracellular bacteria was eliminated by incubation for 1 h with 100 μg ml^−1^ gentamicin, Cells were collected (this was considered as time point 2 h) or incubated for another 4 h without gentamicin, which represent the 6 h time point. After washing with HBSS, BMDMs were disrupted for 15 min with 250 μL dH_2_O. Intracellular bacteria were enumerated by serial dilution and spread on Brain Heart Infusion (BHI) agar plates with chloramphenicol.

For western blot assay, BMDMs were seeded at a density of 1 × 10^6^ per well in 12-well plates. Cells were infected with *L. monocytogenes* at a MOI 1 and harvested at time point 2 h and 6 h for protein analysis with immunoblotting.

### RNAseq and GSEA analyses

Total RNA was isolated from BMDMs derived from WT, *Arhgef2*^−/−^, and *Irf5*^−/−^ mice, using RNeasy Micro kit (Qiagen). Libraries were synthesized using Illumina TruSeq Stranded mRNA sample preparation kit from 500 ng of purified total RNA and indexed adapters according to the manufacturer’s protocol (Illumina). The final dsDNA libraries were quantified by Qubit fluorometer, Agilent Tapestation 2200, and RT-qPCR using the Kapa Biosystems library quantification kit according to manufacturer’s protocols. Pooled libraries were subjected to 35-bp paired-end sequencing according to the manufacturer’s protocol (Illumina NextSeq 500). Targeted sequencing depth was 30 million paired-end reads per sample. Blc2fastq2 Conversion software (Illumina) was used to generate de-multiplexed Fastq files.

Expression values were normalized as Fragments per Kilobase Million reads after correction for gene length (FPKM) in Cuffdiff version 1.06 in the DNAnexus analysis pipleline and filtered for genes that exhibited a statistically significant difference (*P* < 0.01) with a false discovery rate threshold of 0.05 and a biologically relevant change log-fold change >1. Samples were analyzed in the RNA-seq pipeline of Seqmonk for mRNAs for opposing strand specific and paired end libraries with merged transcriptome isoforms, correction for DNA contamination and log transformed resulting expression values in log2 FPKM. MDP induced mRNAs that were differentially regulated more that twofold (FDR threshold of 0.05) in the Cuffdiff analysis of WT BMDMs were imported into Seqmonk for per-probe normalized hierarchical clustering of mRNA transcription in control and *N*-Glycolyl-MDP stimulated WT and *Arhgef2*^−/−^ BMDMs.

To generate a ranked gene list for GSEA analyses stranded reads were aligned and counted using STAR (2.5.2a)^43^ in stranded union mode using Illumina’s ENSEMBL iGenomes GRCm38 build and GRCm38.90 known gene annotations. Count level data were then analyzed using the edgeR Bioconductor package in R^44^. Filtered genes, expressed at >1 count per million (cpm) in at least two samples, were analyzed using the QLF functions comparing untreated and MDP-treated WT and *Arhgef2*^−/−^*, Irf5*^−/−^ BMDMs. All genes were ranked according to their –log10 transformed corrected *p*-value for differential up/down-regulation by MDP in WT versus *Arhgef2*^−/−^ and *Irf5*^−/−^ samples. Mouse genes were mapped to their human orthologs using HCOP (http://www.genenames.org/cgi-bin/hcop). The pre-ranked list was used to perform weighted GSEA using the GSEA java application (http://www.broad.mit.edu/gsea/) that uses the Molecular Signature Database (MSigDB)^45^.

### Live cell imaging

About 50,000 ARPE-19 cell were plated in Nunc™ Lab-Tek™ Chambered Coverglass (Cat.155383PK, Thermo Scientific) and transfected with 200 ng of each indicated plasmid using lipofectamine 3000.

For GFP tagged-*L. monocytogenes* experiment, the cells were transfected with RFP-tagged GEF-H1 and infected with a MOI 10. Live cells were imaged with a Nikon A1R-A1 confocal microscope. Image acquisition was carried out with NIS-Elements imaging software (Nikon) followed by analysis with Volocity (PerkinElmer)

### Statistical analysis

Error bars indicate mean±SEM. All statistical significance was performed with GraphPad Prism Software (version6.01; GraphPad, San Diego, CA) using two-tailed *t*-test. Statistical significance was assumed at *p* < 0.05. All experiments were repeated at least two times.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Source Data

## Data Availability

RNA sequencing data that support the findings of this study have been deposited in GEO with the accession codes GSE126749. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126749.

# Supplementary material for: Microbial recognition by GEF-H1 controls IKKε mediated activation of IRF5
**Source:** Nat Commun. 2019 Mar 22;10:1349. doi: 10.1038/s41467-019-09283-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Supplementary Data 1

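Supplementary Data 1 gives 1 sheet per cluster of Fig. 5b, with a log-scale expression value of each gene in untreated WT BMDMs and in MDP-treated BMDMs of each of the 3 genotypes. It holds no value of the untreated knockouts, so a difference read from it compares a knockout with MDP against untreated WT. Across the genes of a cluster, these values and log2(FPKM + 0.1) of the deposited values had Pearson correlations between 0.872 in cluster I and 0.958 in cluster II, in each case over genes, which are not independent replicates.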

Related to Figure 5, Gene clusters that were either dependent on GEF-H1 and IRF5, GEF-H1 or IRF5 alone or that were induced by MDP independently of GEF-H1 and IRF5.

How the deposited data were processed for this re-analysis (not part of the article)

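RNA-seq was measured in BMDMs of WT, *Arhgef2*-/- and *Irf5*-/- mice, untreated or after 18 h with 5 μg ml-1 of *N*-glycolyl-MDP, with 2 libraries for each of 6 conditions. The authors deposited FPKM values that they made with Cuffdiff version 1.06 in the DNAnexus pipeline, with 1 value per gene and condition pooled over both libraries, a lower and an upper bound of a 95% confidence interval, and a status. The paper states that its calls used P under 0.01, a false discovery rate of 0.05 and a log fold change above 1 in Cuffdiff, and that clustering was done in SeqMonk. The deposited FPKM values already include the authors' scaling between libraries and correction for gene length. The alignment behind them is not given in the sources used here.

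All values were analysed as deposited with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The table lists 23356 genes, and 3 genes with a failed or overloaded status in a condition were left out. Counts of changed genes, shares and components used the 11313 genes with more than 1 FPKM in at least 1 condition. Cluster medians used all genes of the paper's sheets. Changes are log2 ratios of (FPKM + 0.1). Genes were called by a ratio above 2-fold together with authors' intervals that did not overlap, because a pooled value per condition allows no test between replicates. For the same reason no p-value, SD or standard error is given. A knockout was compared with its own untreated condition, and the comparison with untreated WT, the one that Supplementary Data 1 allows, is an alternative. An FPKM lay outside its own interval in at least 1 condition for 317 filtered genes (2.80%), 16 of which were called in WT.

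The calling rule was tested on simulated data for the comparison of MDP-treated with untreated WT. All 11313 genes were drawn with the noise that the authors' intervals give, and 200 of those above 1 FPKM in untreated WT were changed. Recovery of genes below that level, such as most of cluster I (median 0.364 FPKM), was therefore not tested. The rule called 89 of 100 genes changed 3-fold and 97 of 100 changed 6-fold, with 29 of 11113 unchanged genes called (0.261%). With the noise doubled these were 81, 93 and 757 (6.81%). The intervals may not hold all of the variation between cultures. However, 757 false calls would exceed all genes called for MDP in the libraries labelled *Irf5*-/- (181) and in *Arhgef2*-/- BMDMs (597). They would also exceed the 496 called between untreated *Arhgef2*-/- BMDMs and untreated WT. The higher false-call rate therefore does not hold for these comparisons. For MDP in WT (777) and for the untreated libraries labelled *Irf5*-/- against WT (874) it is not excluded.

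The sequencing depth of each library is unknown. Among low genes, 2628 of 5948 (44.2%) had all interval bounds on whole multiples of 1 step shared by the conditions, within a tolerance of 0.01 of a step and with divisors up to 15 tried. For these genes the bounds are on a common normalized scale and do not give a library's depth, and no such step was found for the others. The median width of an interval relative to its value, for genes above 1 FPKM, was between 0.448 and 0.474. FPKM summed to between 577376 and 637410 per condition. The 10 largest genes held 14.3% to 27.4% of the sum, with the highest share in untreated *Arhgef2*-/- BMDMs, where *Mir5109*, whose value lies outside its own interval, was listed at 93870 FPKM. Of the 23356 genes, between 7428 and 7921 were listed at 0 in a condition.

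Genes to report, not all of which are given in the text, were chosen by a rule set before the deposited values were seen but after Supplementary Data 1 had been read. It took the targeted genes, genes the paper names around its RNA-seq and in its signalling pathway, the 5 largest rises and falls in WT, the 2 largest changes in each cluster, and the 3 highest and 3 lowest genes of each untreated knockout against WT. It also took the members of marker lists of fibroblasts, smooth muscle, endothelium, epithelium, neutrophils, mast cells and basophils, lymphoid cells and macrophages. Lists of interferon-stimulated, B-cell and cell-cycle genes were written later, after some of their values had been seen. List medians were set against 10000 random lists of the same size matched on mean expression. Collagen and cytokine families were defined by symbol, as the gene sets of the enrichment analysis were not used here, and the cytokine rule also takes in the enzyme gene *Il4i1*. Other genes named in the text were picked after their values were seen.

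The alternatives were other pseudocounts, no filter or a stricter filter, a fold threshold of 1.5, the fold threshold alone, columns rescaled to one median, the comparison with untreated WT, the paper's clusters I to IV as the WT list, cluster genes above 1 FPKM alone, the 500 most variable genes and genes scaled to unit variance. With no replicates, a median was taken to have moved when it left the 95% range of 1000 resamplings of its genes, and a distance when it moved by more than the width of 200 redraws within the authors' intervals. Analyses that need values per library were left out.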

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

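The tests in this part were chosen after the results were seen, although the neutrophil, mast cell and basophil, macrophage, fibroblast and lymphoid lists had been written down earlier.

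The first result is a signal in conditions without values in Supplementary Data 1. In untreated knockouts, the genes of cluster III lay above untreated WT by a median log2 difference of 1.20 in *Arhgef2*-/- BMDMs and 1.57 in the libraries labelled *Irf5*-/-. One scaling factor per column is not the cause, since it would shift all genes alike, and the filtered genes of the cluster lay above all other filtered genes by 1.23 and 1.66 on this measure. Transcript length and GC content, known for 190 of the 191 filtered genes of the cluster, do not account for it either. After the median of 10 by 10 bins of both was removed, the differences were 1.23 and 1.55. Noise in the untreated WT values, which every comparison shares, stays open as part or all of the cause. Simulated unchanged knockouts cannot decide this. They were drawn around the observed untreated WT values, so noise already in those values could not raise them above WT. The simulated differences may therefore be too small. With doubled noise, 83 of the WT-induced genes were more than 2-fold higher in both (central range 68.5 to 99), against 131 observed. With the noise of the authors' intervals the number was 6.5. Their median untreated difference with doubled noise was 0.30 (0.25 to 0.34). Observed were 0.82 in *Arhgef2*-/- BMDMs and 0.58 in the libraries labelled *Irf5*-/-. The correlation of both untreated differences across filtered genes, 0.52, cannot decide it either. Sharing the untreated WT values gave 0.50 in the simulations with either size of noise. The true variation between cultures is unknown. A biological difference between the untreated genotypes may also be the cause and cannot be told apart from a difference between cultures, because each condition has a single pooled value. The *Irf5* values leave the label of the libraries labelled *Irf5*-/- unchecked.

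The second result concerns genes the paper does not discuss. MDP lowered 369 genes in *Arhgef2*-/- BMDMs and raised 228. The imbalance was smaller with a pseudocount of 1, at 244 and 189, and with more than 5 FPKM required, at 221 and 188. One scaling factor per column is not the whole cause, since it would leave the changes even around their median, where 452 genes lay more than 2-fold below it and 304 above. Of the 369 genes, 272 (73.7%) had their highest value of all 6 conditions in untreated *Arhgef2*-/- BMDMs. Selection of falls from that condition favours this by an unknown amount. Of the genes lowered by MDP in WT, 64.5% were highest in untreated WT, and of the 29 lowered in the libraries labelled *Irf5*-/-, 24.1% were highest in their untreated condition. The share therefore cannot decide whether the untreated *Arhgef2*-/- cultures stood apart. All 29 detectable genes of the neutrophil, mast cell and basophil, and cell-cycle lists, the last of them written later, were higher in untreated *Arhgef2*-/- BMDMs than in untreated WT. Their medians there were 1.09, 2.64 and 0.86 above WT, each above 99% of random lists, and the macrophage list was at −0.37. With MDP these lists changed in *Arhgef2*-/- BMDMs by medians of −1.19, −1.66 and −1.96. The cell-cycle list is not particular to these cultures. It also lay 0.48 above WT in the untreated libraries labelled *Irf5*-/-, with 13 of 15 genes higher, and with MDP it changed there by −0.80 and in WT by −0.28. Among the members, *S100a9* was at 2344 FPKM in untreated *Arhgef2*-/- BMDMs and 958 in untreated WT, and *Mpo* at 110 and 12.9. The levels may come from dividing or immature blood cells left in those cultures. Fibroblast markers were higher there too, by 1.21, so a lower share of macrophages, or an effect of the missing gene on maturation, stays open, and neither was tested.

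The third result is a set of B-cell genes among the largest rises in WT. *Cd79a* had 0.0531 FPKM in untreated and 6.69 in MDP-treated WT, 0.643 in MDP-treated *Arhgef2*-/- BMDMs and 0.801 in the libraries labelled *Irf5*-/- with MDP. Of 9 detectable genes in a B-cell list, 7 rose more than 2-fold with MDP in WT, and the exceptions were *Bank1* and *Cd72*. The median was 3.81, above all 10000 random lists, and it was 1.11 in *Arhgef2*-/- BMDMs and 0.07 in the libraries labelled *Irf5*-/-, which already lay 1.73 above WT without MDP. A few B cells in the WT cultures with MDP are a candidate explanation. It cannot be told apart from induction in macrophages, since the list was written after these genes were noticed and most of its members stay below 7 FPKM. *Cd72*, at 465 FPKM in untreated WT, is not specific to B cells here. In the lymphoid list, written earlier, 4 of 7 detectable genes rose more than 2-fold in WT, with a median of 1.91, and *Cd79b* went from 16.9 to 11.7 FPKM. Its medians were −0.39 in *Arhgef2*-/- BMDMs and −0.11 in the libraries labelled *Irf5*-/-.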

How the results depend on the processing

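All alternatives were set before the data were examined, except those for the untreated differences of clusters I to IV and for distances on the first 2 components, which were chosen after seeing the data. No paired analysis was possible because the deposited values are pooled into 1 value per condition, with no column per replicate. For that reason, leaving out each replicate, a block on the replicate number, stricter adjusted p-values and a count test were not run. Depth per library is unknown, so how far it limits low genes cannot be stated. Where a value moved, the cause was not tested unless given.

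Rescaling the columns to one median, by factors between 0.992 and 1.01, moved no count, share, median, distance or named gene outside its range, and with factors this close to 1 it tests little. Under each alternative run, more genes changed in WT than in *Arhgef2*-/- BMDMs, and more in *Arhgef2*-/- BMDMs than in the libraries labelled *Irf5*-/-. The share of WT-induced genes that rose more than 2-fold in a knockout stayed under 50% throughout.

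The pseudocount acts through genes with low values. With a pseudocount of 1, untreated differences fell from 496 to 288 genes for *Arhgef2*-/- and from 874 to 579 for the libraries labelled *Irf5*-/-, responses differing from WT from 813 to 471 genes for the latter, and the share called in *Arhgef2*-/- BMDMs was 18.0%. Cluster medians in WT were 0.98 (I), 1.13 (II), 1.00 (III), 0.99 (IV), −0.97 (V) and −1.01 (VI), and cluster VII fell by 1.00. Those in *Arhgef2*-/- BMDMs were −0.17 (I), 0.49 (II) and −0.36 (V). Those in the libraries labelled *Irf5*-/- were 0.0254 (I), 0.49 (II), 0.25 (III), −0.37 (V) and −0.23 (VI). Untreated *Arhgef2*-/- BMDMs lay above WT by 0.26 (I), 0.61 (III) and 0.36 (IV), and the untreated libraries labelled *Irf5*-/- by 0.0848, 0.97 and 1.05. In WT, collagen genes were at 1.81, fibroblast markers at 1.91 and smooth muscle markers at 2.86, with the last at −0.85 in *Arhgef2*-/- BMDMs. The first 2 components held 33.0% and 28.5%. Distances by MDP were 0.60 in WT, 0.56 in *Arhgef2*-/- BMDMs and 0.41 in the libraries labelled *Irf5*-/-, that of *Arhgef2*-/- BMDMs being 94.0% of WT over all genes and 74.8% on the first 2 components. With a pseudocount of 0.01, cluster I was at 2.15 in WT and −0.55 in *Arhgef2*-/- BMDMs, and cluster III at 1.63 in WT. Untreated *Arhgef2*-/- BMDMs were then at 0.93 (I) and 1.38 (III), and the untreated libraries labelled *Irf5*-/- at 1.83 (III).

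Filters change how many genes are counted. Without a filter, responses differing from WT numbered 2440 (*Arhgef2*-/-, from 1335) and 1671 (libraries labelled *Irf5*-/-, from 813). The shares above 2-fold were 11.7% and 11.3%, and those called 9.98% and 9.33%. With more than 5 FPKM required, 457 genes changed in WT (from 777) and 265 differed in untreated *Arhgef2*-/- BMDMs. Differing responses were 735 and 394, shares above 2-fold 24.5% and 22.9%, and shares called 23.8% and 22.0%. With cluster genes above 1 FPKM only, cluster I in the libraries labelled *Irf5*-/- was at 0.12.

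A fold threshold of 1.5 admits more genes. It gave 1604 changed genes in WT, 1054 in *Arhgef2*-/- BMDMs (from 597) and 362 in the libraries labelled *Irf5*-/- (from 181), and 945 and 1944 without MDP. The shares rising past it were 25.4% and 23.6%, and 19.3% were called in *Arhgef2*-/- BMDMs. With the paper's clusters I to IV as the WT list, the shares were 11.7% and 12.2%, and those called 10.4% and 9.84%.

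The comparator of the knockouts was changed for shares and for medians of clusters, families and lists. Several medians whose resampling range included 0 changed sign with it, and so did 3 whose range excluded 0, those of cluster I in *Arhgef2*-/- BMDMs and of mast cell and basophil markers in both knockouts. Against untreated WT, 40.1% and 47.6% of the WT-induced genes were more than 2-fold higher, and 34.2% and 43.8% were called. Cluster I in *Arhgef2*-/- BMDMs went from −0.44 to 0.36. Clusters II to VI were there at 1.34, 1.40, 0.47, −1.02 and −0.39. In the libraries labelled *Irf5*-/-, cluster I was at 0.39 and clusters III to VI at 1.96, 1.44, −1.48 and −0.87. In *Arhgef2*-/- BMDMs the medians were 0.75 for collagen genes, 1.06 for fibroblast, −0.29 for smooth muscle and −0.11 for neutrophil markers. Mast cell and basophil markers went there from −1.66 to 0.97, and in the libraries labelled *Irf5*-/- from 0.32 to −0.0185. There, fibroblast markers were at 0.81, smooth muscle markers at −0.92 and lymphoid markers at 0.70. Here the construction shows the cause, since the difference between the comparisons is that between the untreated genotypes.

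With the 500 most variable genes, the first 2 components held 27.2% and 24.4%, and the distance in the libraries labelled *Irf5*-/- was 77.0% of that in WT. With genes scaled to unit variance these were 39.0%, 28.3% and 53.4%, and 15.5% on the first 2 components.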

Differences from the paper's values

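The paper's values below are medians over the genes of a cluster, taken from Supplementary Data 1 as the difference of its log-scale values from untreated WT. They are set beside medians of log2(FPKM + 0.1) from the deposited values over the same genes, and of 21 such medians 7 differed by more than the sampling range of the median. That range comes from resampling the genes. It is a yardstick and not a test, since both medians rest on the same genes and libraries. The 4 alternatives set before the data were examined were pseudocounts of 1 and 0.01, columns rescaled to one median, and cluster genes above 1 FPKM.

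In cluster I, the paper's median for MDP-treated WT is 2.28, against 1.83 here. In cluster III, the paper's medians are 1.65 for WT, 1.63 for *Arhgef2*-/- BMDMs and 2.15 for the libraries labelled *Irf5*-/-, against 1.51, 1.40 and 1.96. In cluster V, the paper's median for WT is −1.26, against −1.19. In cluster VI, the paper's medians are −1.33 for WT and −0.99 for the libraries labelled *Irf5*-/-, against −1.19 and −0.87. A pseudocount of 0.01 brought each of these within the sampling range except cluster VI in WT, which stayed outside under all 4 alternatives. It also moved 3 other medians outside, those of *Arhgef2*-/- BMDMs in clusters I and IV and of the libraries labelled *Irf5*-/- in cluster II, so that 4 of the 21 still differed. Restricting cluster III to genes above 1 FPKM also brought the libraries labelled *Irf5*-/- within the range, but no other value. A pseudocount of 1 and the rescaled columns brought in none of the 7.

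The paper's count of 984 genes regulated more than 2-fold in WT stands beside 777 here. The fold threshold alone, without the rule on intervals, gives 984. The match is in number and not in genes, since only 302 of the 422 genes of cluster I pass the filter behind this count.

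The paper places untreated and MDP-treated BMDMs of each knockout close together in its component plot. Over all filtered genes, the distance was 0.73 in *Arhgef2*-/- BMDMs and 0.57 in the libraries labelled *Irf5*-/- against 0.83 in WT, and MDP changed 597 genes in *Arhgef2*-/- BMDMs against 777 in WT. On the first 2 components alone the distances were 50.7% and 33.7% of that in WT, which goes with the paper's plot, as do the shares of WT-induced genes that rose more than 2-fold in the knockouts, 17.3% and 15.7%.

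The paper describes cluster III as induced by MDP without need of GEF-H1 or IRF5. Compared with their own untreated condition, the cluster's medians were 0.22 in *Arhgef2*-/- BMDMs and 0.33 in the libraries labelled *Irf5*-/-, and 32 and 38 of 210 genes rose more than 2-fold. The comparison of MDP-treated knockouts with untreated WT gives 1.40 and 1.96.

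The paper describes cluster II as dependent on IRF5 alone. Against their own untreated condition the medians were 0.74 in *Arhgef2*-/- BMDMs and 0.83 in the libraries labelled *Irf5*-/-. Against untreated WT they were 1.34 and 0.64, the order the paper gives.

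The paper describes cluster IV as dependent on GEF-H1. Its medians against their own untreated condition were −0.08 in *Arhgef2*-/- BMDMs and 0.09 in the libraries labelled *Irf5*-/-, and no gene rose more than 2-fold in either. Against untreated WT they were 0.47 and 1.44, the order the paper gives.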

Other observations

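The test on fibroblast markers in WT was planned. The tests on scaling, on interferon-stimulated genes, on *Irf5* labels and on genes near the targeted loci were chosen after the results were seen.

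Genes typical of stromal cells rose with MDP in WT. All 14 detectable genes of a fibroblast list rose more than 2-fold, with a median log2 change of 2.61 and a range from 1.16 to 3.23, above all 10000 random lists. Their medians were −0.05 in *Arhgef2*-/- BMDMs and 0.12 in the libraries labelled *Irf5*-/-. The 7 detectable smooth muscle genes had medians of 3.42, −1.38 and 0.30. The fibroblast median in WT lay 2.63 above that of all other filtered genes, so one scaling factor for a WT column, which shifts all genes alike, is not the cause. Fibroblasts or other stromal cells in the MDP-treated WT cultures are a candidate explanation. The most abundant markers there were *Acta2* at 78.9 FPKM and *Sparc* at 67.6 FPKM, while *Dcn* reached 0.540 and *Lum* 0.0152, so the type of cell stays open. Of the 14 fibroblast genes, 5 were above 1 FPKM in untreated WT and 12 are in the paper's clusters, so the list is not independent of them. The 2 genes outside the clusters rose by a median of 1.36. A response of the WT macrophages themselves that needs GEF-H1 and IRF5, as the paper proposes, stays open and was not tested. Other lists give partial contrasts. Macrophage markers were at −0.12 in WT, 0.36 in *Arhgef2*-/- BMDMs and 0.05 in the libraries labelled *Irf5*-/-, neutrophil markers at 1.19 in WT and 0.06 in the libraries labelled *Irf5*-/-, and mast cell and basophil markers at 2.35 and 0.32. Only 2 endothelial genes and no epithelial gene were detectable, and the former had a median of 1.16 in WT.

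The smaller number of changed genes in the knockouts was set against scaling. One factor per column cannot change how far genes lie from the median change. More than 2-fold from it were 756 genes in *Arhgef2*-/- BMDMs and 260 in the libraries labelled *Irf5*-/-, against 987 in WT, so such scaling is not the cause. Biological and culture differences cannot be separated with 1 pooled value per condition.

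*Irf5* mRNA was not clearly lower in the libraries labelled *Irf5*-/-, at 161 FPKM against 149 in WT without MDP and at 140 against 178 with MDP, where the intervals of 106 to 182 and 136 to 234 overlap. An exchange of their columns with those of *Arhgef2*-/- BMDMs is excluded, since *Arhgef2* was at 36.8 FPKM or more in them and at 5.47 or less in the *Arhgef2*-/- columns. An exchange with the WT columns does not account for the missing drop either, since *Irf5* was at 149 FPKM or more there. A wrong label with no exchange, or an allele that leaves most of the transcript, stays open, and with such an allele these values cannot check the label.

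Interferon-stimulated genes rose with MDP in all 3 genotypes. A list of 22 had median log2 changes of 1.46 in WT, 2.42 in *Arhgef2*-/- BMDMs and 1.78 in the libraries labelled *Irf5*-/-, each above all 10000 random lists. The knockout medians lay 2.43 and 1.77 above those of all other filtered genes, so one scaling factor per column is not the cause. More than 2-fold rises occurred for 14, 20 and 19 of the genes. *Irf7* went from 295 to 1139 FPKM in WT, from 77.1 to 940 in *Arhgef2*-/- BMDMs and from 116 to 426 in the libraries labelled *Irf5*-/-. Without MDP, the list lay below WT by medians of −1.13 and −1.25. Of the 22 genes, 12 are in cluster II. A response to the MDP preparation that needs neither GEF-H1 nor IRF5 is a candidate explanation, but the list was written after these genes were noticed and cannot decide it.

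Genes that differ without MDP were called more than 2-fold apart from untreated WT in 496 cases for *Arhgef2*-/- BMDMs (386 higher, 110 lower) and 874 for the libraries labelled *Irf5*-/- (478 higher, 396 lower). Strain variants around a targeted gene are not the whole cause, since 10 of the 496 lie within 10 Mb of *Arhgef2* and 4 of the 874 within 10 Mb of *Irf5*. Among filtered genes in these windows, 5.52% and 6.35% were called, against 4.38% and 7.73% of all filtered genes. The genes farthest above WT were *Igj*, *Awat1* and *Mgll* in *Arhgef2*-/- BMDMs and *Insl3*, *Pdpn* and *Mgp* in the libraries labelled *Irf5*-/-. Those farthest below were *Capn11*, *Arhgef2* and *Ctnnd2*, and *Capn11*, *Cd300e* and *Eps8l1*. The untreated differences of both knockouts from WT had a correlation of 0.52 across genes, and simulated unchanged knockouts that share the WT values gave 0.50. The shared WT values gave that 0.50 with either size of noise, so its closeness to 0.52 decides nothing. Across genes called in WT, the change by MDP and the untreated difference had correlations of 0.49 and 0.41, against 0.34 simulated and 0.55 with doubled noise.

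Genes of the signalling pathway changed little. *Nod2* went from 2.72 to 3.54 FPKM with MDP in WT, from 1.73 to 2.87 in *Arhgef2*-/- BMDMs and from 1.67 to 2.57 in the libraries labelled *Irf5*-/-. *Ikbke* went from 43.1 to 57.4, from 41.7 to 55.7 and from 37.9 to 56.1 FPKM. *Ripk2*, *Tbk1*, *Ikbkb*, *Chuk*, *Irf3*, *Rock1*, *Rock2* and *Rela* met the criteria for a change in none of the genotypes. The largest falls in WT included *Rsc1a1*, which lies within *Ddi2* and was listed at 0 FPKM with MDP, *Btg3*, *Gm5148* and *Mir5109*. *Mir5109* is a short RNA whose values, 37072 FPKM untreated and 4181 with MDP in WT, lie outside their own intervals and are not reliable.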
